# Insights into energy balance dysregulation from a mouse model of methylmalonic aciduria

**DOI:** 10.1093/hmg/ddad100

**Published:** 2023-06-27

**Authors:** Marie Lucienne, Raffaele Gerlini, Birgit Rathkolb, Julia Calzada-Wack, Patrick Forny, Stephan Wueest, Andres Kaech, Florian Traversi, Merima Forny, Céline Bürer, Antonio Aguilar-Pimentel, Martin Irmler, Johannes Beckers, Sven Sauer, Stefan Kölker, Joseph P Dewulf, Guido T Bommer, Daniel Hoces, Valerie Gailus-Durner, Helmut Fuchs, Jan Rozman, D Sean Froese, Matthias R Baumgartner, Martin Hrabě de Angelis

## Abstract

Inherited disorders of mitochondrial metabolism, including isolated methylmalonic aciduria, present unique challenges to energetic homeostasis by disrupting energy-producing pathways. To better understand global responses to energy shortage, we investigated a hemizygous mouse model of methylmalonyl-CoA mutase (Mmut)–type methylmalonic aciduria. We found Mmut mutant mice to have reduced appetite, energy expenditure and body mass compared with littermate controls, along with a relative reduction in lean mass but increase in fat mass. Brown adipose tissue showed a process of whitening, in line with lower body surface temperature and lesser ability to cope with cold challenge. Mutant mice had dysregulated plasma glucose, delayed glucose clearance and a lesser ability to regulate energy sources when switching from the fed to fasted state, while liver investigations indicated metabolite accumulation and altered expression of peroxisome proliferator–activated receptor and Fgf21-controlled pathways. Together, these shed light on the mechanisms and adaptations behind energy imbalance in methylmalonic aciduria and provide insight into metabolic responses to chronic energy shortage, which may have important implications for disease understanding and patient management.

## Introduction

Survival during periods of nutritional insufficiency (e.g. fasting) involves a coordinated metabolic response at the cellular and systemic levels. Adaptation in these periods requires metabolic flexibility, which may include switching of energetic sources, effective fuel management, and in more extreme cases, a reduction of metabolic rates and body temperature (1). Inherited disorders of energy metabolism pose a unique challenge to such mechanisms, as they not only introduce chronic energy insufficiency but also interfere with adaptive mechanisms.

Isolated methylmalonic aciduria is an autosomal recessive inherited inborn error of propionate metabolism caused by deficiency of the vitamin B_12_-dependent enzyme methylmalonyl-CoA mutase (MMUT). Located in the mitochondrion, MMUT catalyzes the isomerization of L-methylmalonyl-CoA into succinyl-CoA, an intermediate of the tricarboxylic acid cycle, mediating an important step in catabolism of odd-chain fatty acids, cholesterol, and the amino acids valine, isoleucine, methionine and threonine, and may provide up to 7–8% of daily ATP production (2). Methylmalonic aciduria represents a prototypical inherited disorder of energy metabolism in that the primary defect leads to a direct reduction of energy generation (via the tricarboxylic acid cycle), while disease-associated secondary mechanisms result in cascading disruption of other energetic pathways (3). In the case of methylmalonic aciduria, such secondary disruptions include inhibition of pyruvate dehydrogenase (4) and citrate synthase (5), potentially disrupting glucose oxidation and inhibition of N-acetylglutamate synthase (6) interfering with urea cycle function. Together, these primary and secondary disease mechanisms lead to a complex clinical picture characterized by a failure to thrive and acute crises, often triggered by a catabolic state, and by chronic progression with long-term complications in the kidney, brain and liver (7–9).

Clinical management of patients with methylmalonic aciduria is performed through pharmacological and dietary regimens that aim at keeping patients in an anabolic state, while limiting ingestion of precursor amino acids, and by replacing missing or potentially helpful molecules such as carnitine (7). Nevertheless, many long-term complications are progressive and patients remain metabolically unstable (7,8), suggesting that the energetic and metabolic needs of affected individuals are not fully met by these symptomatic treatments. A likely explanation is that affected individuals have an incomplete or maladaptive response to chronic energy shortage that is not addressed by current measures.

It was our hypothesis that the long-term complications in methylmalonic aciduria might relate to chronic energy shortage. To investigate this, we have performed an in-depth whole animal metabolic phenotyping in a hemizygous mouse model of methylmalonic aciduria. This model combines a knock-in (ki) allele based on the MMUT-p.Met700Lys patient missense mutation with a knock-out (ko) allele of the same gene (*Mmut*-ko/ki) (10). It has the advantage of circumventing the neonatal lethality of *Mmut*-ko/ko null mutants (10,11) and displays a strong metabolic phenotype accompanied by many clinical features of methylmalonic aciduria including a pronounced failure to thrive, which are strengthened when challenged with a 51%-protein diet from day 12 of life (12). Here, we interrogated metabolic adaptations from the whole animal to the molecular level, using body composition analysis, indirect calorimetry, blood biochemistry, histological analysis and transcriptomics. Our findings of altered fat amount and type, reduced feeding, energy expenditure and glucose clearance and altered fibroblast growth factor 21 (Fgf21) and peroxisome proliferator-activated receptor (Ppar) expression shed light on novel mechanisms and adaptations behind energy imbalance in methylmalonic aciduria and provide insight into metabolic responses to chronic energy shortage in this disease beyond what has previously been described in other animal and cell models.

## Results

### Body composition alteration toward less lean and more fat mass

We have previously shown that *Mmut*-ko/ki (mutant) mice on a high-protein diet are smaller than their *Mmut*-ki/wt (control) littermates and exhibit biochemical and clinical manifestations of methylmalonic aciduria (12). Here, we set out to examine the metabolic basis of these disturbances by screening two cohorts of ~60 animals, totaling 117 mice, including females (*Mmut*-ki/wt, *n =* 28; *Mmut*-ko/ki, *n =* 31) and males (*Mmut*-ki/wt, *n =* 28; *Mmut*-ko/ki, *n =* 30) (Fig. 1, Supplementary Material, Fig. S1). In line with previous findings (12), mutant mice of both cohorts and sexes had decreased body mass compared with controls (Fig. 1A). Analysis of body composition by time domain–nuclear magnetic resonance (TD-NMR) suggested that mutant mice had a different proportion of lean mass (Fig. 1B) and fat mass (Fig. 1C) than controls when adjusted for body mass. Indeed, while absolute fat and lean mass values were reduced in mutant animals, females also show an unexpectedly higher proportion of fat mass compared with body mass. (Fig. 1D). This was confirmed by linear regression modeling using genotype and body mass as independent predictive variables, which revealed a genotype-dependent reduction of lean mass in females not explained by their reduced body mass alone (Fig. 1E). These results suggest that mutant mice are lighter than their littermates and have reduced lean mass, while females have increased fat mass for their size.

**Figure 1:**
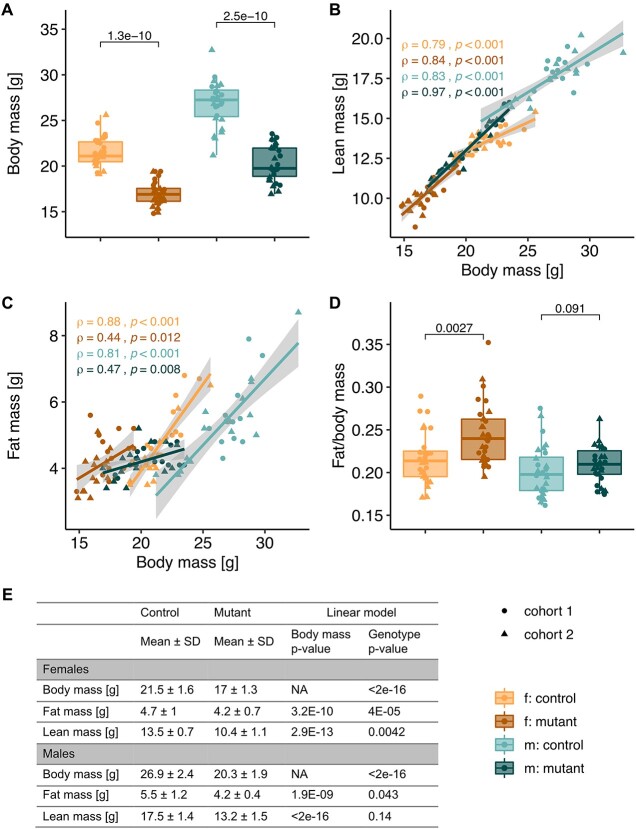
Mutant mice exhibit a shift in body composition. (**A**) Body weight measured at 3 months. Cohort 1: circles, Cohort 2: triangles. Significance determined by the Wilcoxon rank test. (**B**, **C**) Linear regression models: lean mass (B) and fat mass (C), determined by TD-NMR, in mutant versus control mice using body mass as a covariate. (**D**) Fat mass of body weight reported as the ratio of fat to relative body weight. Significance determined by the Wilcoxon rank test. (A–D) Each data point represents a single mouse. (**E**) Summary table of values of body composition parameters. Data are shown as mean ± SD. *P*-values were determined by linear model, gray areas in (B) and (C) represent confidence intervals. Cohort 1: *n =* 14 f.*Mmut*-ki/wt, *n =* 15 f.*Mmut*-ko/ki, *n =* 12 m.*Mmut*-ki/wt, *n =* 15 m.*Mmut*-ko/ki; cohort 2: *n =* 14 f.*Mmut*-ki/wt, *n =* 16 f.*Mmut*-ko/ki, *n =* 16 m.*Mmut*-ki/wt, *n =* 15 m.*Mmut*-ko/ki. (f. females, m. males, mutant: *Mmut-ko/ki*, control *Mmut*-ki/wt).

### Brown adipose tissue changes

The observed genotype-dependent increase in fat mass led us to examine the two major fat types. Histological analysis of white adipose tissue (WAT) harvested from the perigonadal region revealed the characteristic unilocular large lipid droplet, containing triglycerides with flattened non-centrally located nucleus in both mutant and control mice. No gross differences between the groups were detected as depicted in (Fig. 2A). In contrast, although not quantified, we found apparent differences in the appearance of interscapular brown adipose tissue (BAT) between mutant and control mice (Fig. 2, Supplementary Material, Fig. S2). Whereas the brown adipocytes of control mice appeared smaller with a central nucleus and with many (multilocular) lipid droplets, the brown adipocytes of mutant mice showed a unilocular enlarged lipid droplet and displacement of the nucleus to the periphery (Fig. 2B), a change observed in all mutants analyzed (10/10) but not in the control animals (0/10). This may be part of a BAT whitening process, which has been associated with BAT dysfunction (13). Despite these morphological changes, examination of uncoupling protein 1 (UCP1), a BAT-specific protein able to drive uncoupled respiration for heat production (14,15), identified specific UCP1 protein expression in interscapular adipose tissue of mutant mice of both sexes (Fig. 2B). Nevertheless, consistent with BAT whitening, we found mutant mice to have a significantly lower body surface temperature (Fig. 2C), suggesting impaired thermogenesis. We also observed significantly reduced plasma leptin concentrations in mutant males compared with controls, with females following the same trend (Fig. 2D). As a hormone made predominantly from adipocyte cells, plasma leptin levels strongly correlated with fat mass in linear regression using fat mass as a covariate. Surprisingly, leptin levels were essentially independent of fat mass in *Mmut*-ko/ki mice (Fig. 2E). These results suggest that leptin production does not correlate with fat amount and it may be dysregulated in mutant animals.

**Figure 2:**
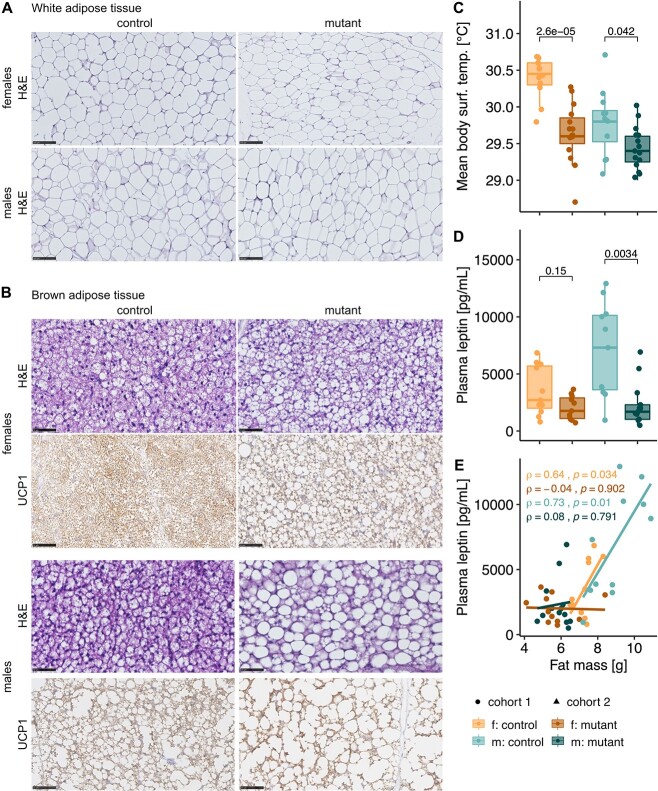
Whitening of BAT. (**A**) Perigonadal WAT H&E staining of representative control and 4-month-old mutant male and female mice. Scale bar represents 50 μm. (**B**) Interscapular BAT H&E and uncoupling protein 1 (UCP-1) staining of representative 4-month-old control and mutant male and female mice. Scale bar represents 50 μm. (**C**) Averaged body surface temperature in mice (3 months old). (**D**) Plasma leptin levels in mutant mice with littermate controls. (C, D) *P*-value determined by Wilcoxon rank test. (**E**) Plasma leptin levels plotted against fat mass measured through dual-energy X-ray absorptiometry in a linear model (4 months old). Each data point represents a single mouse. Correlation calculated by the Pearson method (f. females, m. males, mutant: *Mmut-ko/ki*, control: *Mmut*-ki/wt).

### Reduced adaptation to cold challenge

To further examine how changes to BAT may impact thermoregulation and energy expenditure, we challenged mice with a short cold exposure. For this experiment, mice spent the first 11 h under thermoneutral conditions (30°C) followed by 10 h at a colder temperature (16°C). Animals were fasted for the entire trial in order to exclude the influence of food intake; metabolic response was measured by indirect calorimetry. Upon switch from thermoneutral to cold conditions, both mutant and control mice responded by an increased oxygen consumption (Fig. 3A), suggesting elevated thermogenesis. Nevertheless, while *Mmut*-ko/ki mice had similar baseline and minimum oxygen consumption under thermoneutral conditions, they were unable to increase their maximum oxygen consumption to the same extent as controls following cold challenge (Fig. 3A, left image). These differences appear to be partly owing to their reduced body mass: by linear regression modeling using genotype and body mass as independent predictive variables (Supplementary Material, Fig. S3A), we found no difference in baseline oxygen consumption in both females and males and either no difference (males) or reduced (females) oxygen consumption in mutant mice following cold challenge (Fig. 3A, right image). As expected from their fasted state, both mutant and control mice had a respiratory exchange ratio (RER) that steadily decreased throughout the challenge (Fig. 3B). This reduced RER may be reflective of a shift toward reduced carbohydrate (CHO) oxidation (Fig. 3C) and increased lipid oxidation (Fig. 3D). Upon cold challenge, CHO oxidation was not strongly induced in either genotype (Fig. 3C, Supplementary Material, Fig. S3B). In contrast, both mutants and controls had strongly increased lipid oxidation in response to cold challenge (Fig. 3D, left image). Here, mutant mice did not increase lipid oxidation to the same extent as controls (Fig. 3D, left image); a difference which is significant in both sexes independent of body mass (Fig. 3D, right image, Supplementary Material, Fig. S3C). Along with reduced energy production, activity of female mutant mice was significantly reduced compared with controls in cold challenge conditions (Fig. 3E). Overall, these results reveal that mutant mice show signs of lower metabolism already at thermoneutrality, which is exacerbated by demands on thermoregulation provoked by a cold challenge. Since not all of these differences could be accounted for by adjusting to body mass, other factors (e.g. fat mass and reduced BAT activity) may also contribute to this difference.

**Figure 3:**
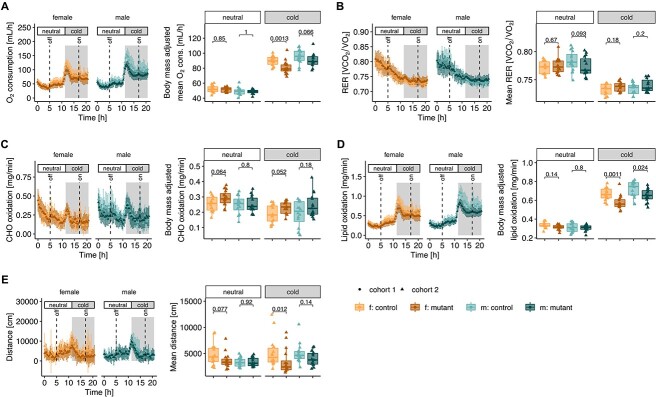
Reduced response to cold challenge. (**A**) Oxygen consumption, (**B**) respiratory exchange ratio (RER, ratio of volume of CO_2_ production and O_2_ consumption), (**C**) carbohydrate (CHO) oxidation, (**D**) lipid oxidation and (**E**) distance covered. Left images: values obtained following continuous measurement every 20 min. Right images: box plot for each mouse corresponding to residuals from linear correlation with body mass (see Supplementary Material, Fig. S3). Mice were housed at thermoneutrality (30°C) from 0 to 10 h and switched to colder temperature (16°C) from 11 to 21 h. Mice were 5 months old, fasted, water was provided *ad libitum*. *n =* 14 *Mmut*-ki/wt males and *n =* 16 *Mmut*-ki/wt females; *n =* 16 *Mmut*-ko/ki males and *n =* 15 *Mmut*-ko/ki females, aged 5 months. *P*-values determined by Wilcoxon rank test (f. females, m. males, mutant: *Mmut-ko/ki*, control: *Mmut*-ki/wt).

### Global hypometabolism

To further study the reduction in metabolism identified during cold challenge, we investigated metabolic function under non-challenging housing conditions (i.e. ambient temperature and *ad libitum* fed). We examined three phases, light phase 1, corresponding to 5 h before lights off (13:00–18:00, 0–5 h), a dark phase following lights off for 12 h (18:00–06:00, 5–17 h) and light phase 2, corresponding to 4 h following lights on (06:00–10:00, 17–21 h) (Fig. 4). In this environment, mutant mice showed reduced oxygen consumption, especially at the end of the dark phase and during the light phase 2 (Fig. 4A). At the lowest point, the oxygen consumption of mutant females was less than half of their littermates (Fig. 4A). The reduced oxygen consumption of mutant mice in the dark phase could not be wholly accounted for by their reduced body mass, as both female and male mutant mice had significantly reduced oxygen consumption when examined using a linear model that included body mass as a predictive variable (Fig. 4A, Supplementary Material, Fig. S4A). Periods of reduced oxygen consumption in mutant mice correlated with their lower RER (Fig. 4B). This appeared to coincide with an increase in RER in control mice, especially in the dark phase, which was not present in mutant mice (Fig. 4B). This RER peak corresponded to enhanced CHO oxidation in control mice in line with the mouse normal feeding behavior, which was not experienced by mutant mice (Fig. 4C). The reduced CHO oxidation in mutant females in the dark phase and light phase 2 was significant independent of their reduced body mass, while body mass appeared to be responsible for the reduced CHO oxidation in mutant males (Fig. 4C, Supplementary Material, Fig. S4B). In contrast, lipid oxidation was not changed in mutant males or females in the dark phase (Fig. 4D, Supplementary Material, Fig. S4C). Together, these data suggest the reduced oxygen consumption of females and males in the dark phase are driven by different mechanisms. Despite their reduced energy expenditure, mutant mice appeared similarly active to their control littermates, traveling a similar distance on average and throughout all three measurement periods (Fig. 4E). Conversely, mutant mice showed an overall reduced food intake compared with controls (Fig. 4F), which started from the ‘lights off’ dark phase coinciding with an expected strong induction of feeding by control animals that was abrogated in mutant mice (Fig. 4F). As with CHO oxidation, this difference was independent of body mass only in females (Fig. 4F, Supplementary Material, Fig. S4D). Overall, these data suggest that, independent of their decreased body mass, the reduced feeding of females in the dark phase was responsible for their decreased CHO oxidation, which was not replaced sufficiently by lipid oxidation, culminating in a reduced oxygen consumption. Interestingly, their reduced feeding behavior was not owing to an overall lack of activity. In males, the reduced oxygen consumption in the dark phase was associated with a reduced RER but could not be ascribed to changes in lipid oxidation, CHO oxidation or food intake when accounting for body mass differences.

**Figure 4:**
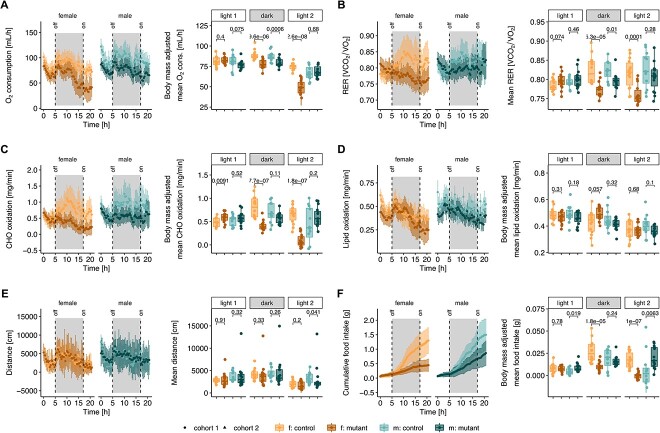
Reduced energy intake and expenditure. (**A**) Oxygen consumption, (**B**) respiratory exchange ratio (RER, ratio of volume of CO_2_ production and O_2_ consumption), (**C**) carbohydrate (CHO) oxidation, (**D**) lipid oxidation, (**E**) distance covered and (**F**) cumulative food intake (in grams). Left images: values obtained following continuous measurement every 20 min. Right images: box plot for each mouse corresponding to residuals from linear correlation with body mass (see Supplementary Material, Fig. S4). Mice were 3 months old and housed at room temperature (22°C) with food and water provided *ad libitum* over 21 h, with data separated according to light phase 1 (0–5 h), dark (5–17 h), and light phase 2 (17–21 h). *n =* 12 *Mmut*-ki/wt males and *n =* 14 *Mmut*-ki/wt females; *n =* 15 *Mmut*-ko/ki males and *n =* 15 *Mmut*-ko/ki females. *P*-values determined by Wilcoxon rank test (f. females, m. males, mutant: *Mmut-ko/ki*, control: *Mmut*-ki/wt). (F) corresponds to food intake presented in (12).

### Loss of metabolic flexibility

The reduced ability of male mutant mice to increase their lipid oxidation rate in response to the cold challenge under fasting conditions, along with the poor feeding and reduced carbohydrate oxidation of female mice in standard conditions, suggested a lack of metabolic flexibility and reduced hunger stimulus. This led us to examine plasma concentrations of potential energy sources in both fed and overnight fasted conditions. Compared with controls, mutant female and male mice had reduced glucose concentrations in fed conditions (Fig. 5A). However, following fasting, this pattern was reversed. That is, compared with the corresponding control group, fasted mutant mice showed increased glucose concentrations (Fig. 5A). These differences appear to be related to the constant glucose concentration of mutant mice in both the fed and fasted states, whereas control mice show the expected reduction of glucose in the fasted setting (Fig. 5A). We do note that although these patterns were identified in 14–16 mice per condition, the fed blood glucose concentration of control mice is relatively high. This may potentially relate to the method of sampling (see Materials and Methods) or the high-protein diet. Nevertheless, a similar pattern was seen with circulating triglycerides, whereby mutant mice had reduced levels in fed conditions, but similar or even elevated concentrations following fasting (Fig. 5B). In contrast, *Mmu*t-ko/ki mice displayed decreased cholesterol concentrations compared with controls in fed conditions and similar or reduced cholesterol in fasted conditions (Fig. 5C). The decreased plasma levels of triglycerides and cholesterol of mutant mice in *ad libitum*–fed conditions are in line with a constant fatty acid oxidation, despite being fed. Additionally, the elevated glycerol levels of mutant males (Fig. 5D) but comparable concentrations of non-esterified fatty acids (NEFA) of both sexes compared with controls (Fig. 5E) under fasting conditions also hint toward an increase in lipid utilization, which, however, was not seen by calorimetry (Fig. 4D). Plasma lactate levels were slightly elevated in mutant animals compared with controls, independent of feeding state (Fig. 5F), suggestive of glucose metabolization being shifted more toward the anaerobic pathway. Additionally, both control and mutant mice had reduced lactate following fasting compared with *ad libitum*–fed conditions, potentially reflecting reduced glucose usage in this state (16).

**Figure 5:**
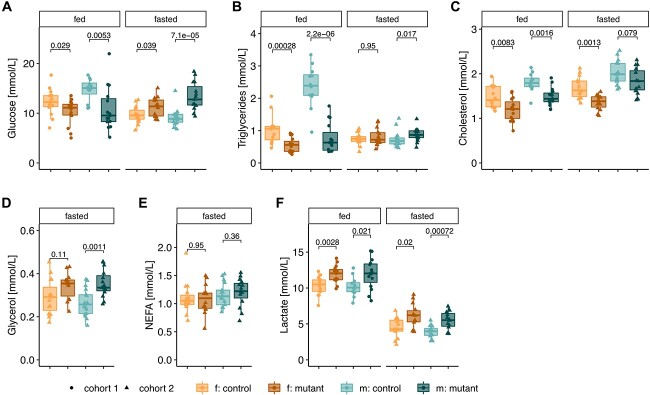
Mutant mice show signs of metabolic inflexibility accompanied by increased levels of Fgf21 when fed. Plasma levels of (**A**) glucose, (**B**) triglycerides, (**C**) cholesterol, (**D**) glycerol, (**E**) non-esterified fatty acids (NEFA) and (**F**) lactate. For all: each data point represents a single mouse, aged 5 months. *P*-values determined by Wilcoxon rank test (f. females, m. males, mutant: *Mmut-ko/ki*, control: *Mmut*-ki/wt).

Overall, these changes point toward an incomplete or lack of appropriate response to catabolic conditions, consistent with indirect calorimetry findings. From these data, mutant mice appear to be continuously in a mild, catabolic, ‘fasted-like’ state.

### Impaired glucose homeostasis

The reduction in carbohydrate oxidation under *ad libitum*–fed conditions (Fig. 4), along with the dysregulated basal plasma glucose and lactate levels in fed and fasted conditions (Fig. 5), led us to investigate glucose metabolism after glucose and insulin challenges. We performed intraperitoneal (i.p.) glucose injection as part of a glucose tolerance test (GTT) in 6–7 h fasted mice (Fig. 6A). In these short-term fasted mice, mutant males had reduced glucose concentrations while females were similar to controls (Fig. 6A). Following glucose injection, *Mmut*-ko/ki males and females both showed increased circulating glucose levels consisting of elevated peak and residual glucose concentrations across the time course of the experiment (Fig. 6A). Combined, these resulted in a significantly higher area under the curve (AUC) for both sexes of mutant mice (Fig. 6B). The difference was highest after 30 and 60 min, while after 2 h, mutant animals reached glucose levels only slightly higher than those of controls (Fig. 6A). To investigate if the reduced glucose tolerance was a consequence of impaired insulin sensitivity, we performed an i.p. insulin tolerance test, which assesses blood glucose concentration following insulin injection. Prior to this test, again following short (6–7 h) fasting, *Mmut-*ko/ki mice of both sexes were significantly hypoglycemic compared with controls (Fig. 6C). The insulin injection reduced fasting blood glucose levels in *Mmut*-ko/ki mice less efficiently than controls (Fig. 6C). In this case, the biggest difference in glucose concentrations between control and mutant mice was found in the first 15 min following insulin injection, with a strong decrease in glucose levels observed in controls but not mutants at this time point (Fig. 6C).

**Figure 6:**
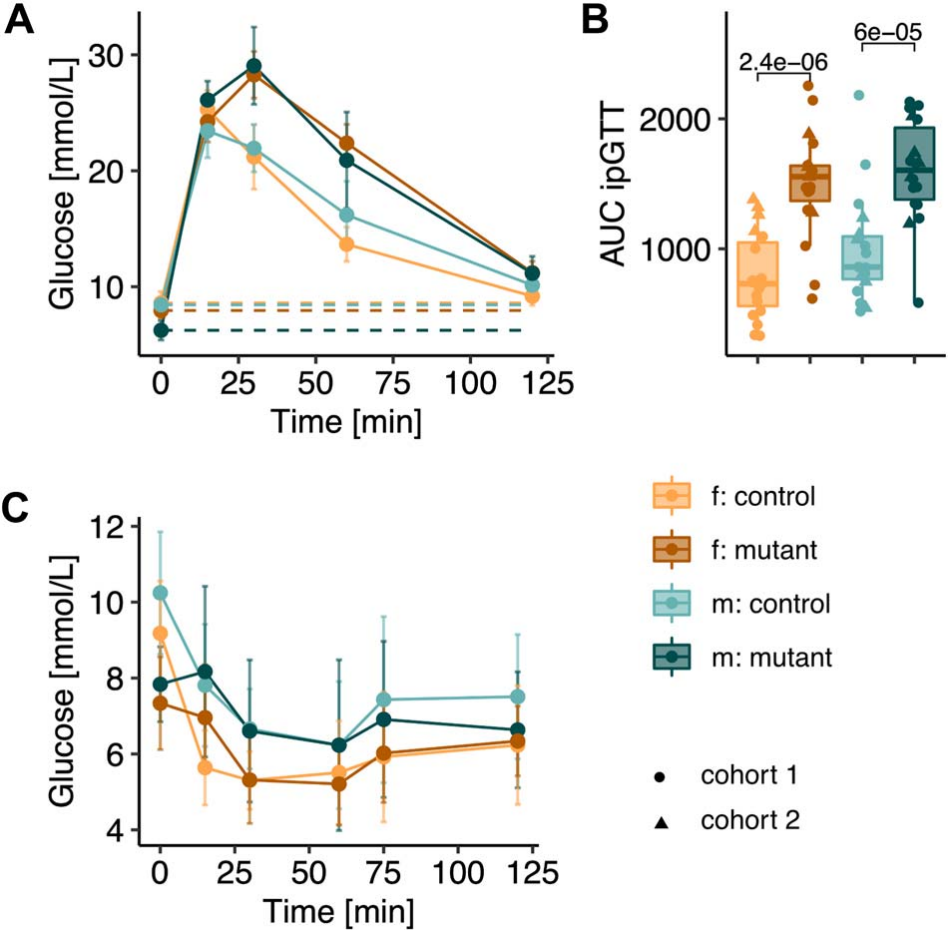
Mutant mice display impaired glucose tolerance. (**A**) i.p. glucose tolerance test (ipGTT) curve (data shown as mean ± SD) with baseline glucose shown as a dotted line. (**B**) Area under the curve (AUC) of glucose excursion shown for time 0–120 min. *n* = 28 *Mmut*-ki/wt females, *n =* 31 *Mmut*-ko/ki females, *n =* 28 *Mmut*-ki/wt males, *n =* 30 *Mmut*-ko/ki males, 3 months old. (**C**) Glucose excursion after i.p. injection of insulin (i.p. insulin tolerance test, ipITT). Values are mean ± SD *n =* 15 *Mmut*-ki/wt females, *n =* 16 *Mmut*-ko/ki females, *n =* 17 *Mmut*-ki/wt males, *n =* 16 *Mmut*-ko/ki males, 4 months old. Each data point represents a single mouse. *P*-values determined by Wilcoxon rank test (f. females, m. males, mutant: *Mmut-ko/ki*, control: *Mmut*-ki/wt).

Histological analysis of the pancreas identified a similar islet area normalized to a pancreatic area between mutants and controls (Supplementary Material, Fig. S5A), with no obvious morphological anomalies of the islets (Supplementary Material, Fig. S5B). In line with this, immunohistochemistry staining for glucagon and insulin detected by fluorescence (Supplementary Material, Fig. S5C) and chromogenic labeling (Supplementary Material, Fig. S5D) were consistent with typical size and staining patterns of both hormones in mutants and controls, supportive of normal pancreatic islet function.

In conclusion, mutant mice had a reduced glucose tolerance, consistent with their inability to regulate basal glucose levels in fed and fasting conditions.

### Liver damage

Since the liver contributes to both glucose (17) and lipid metabolism (18), we hypothesized that the impaired glucose tolerance observed in *Mmut*-ko/ki animals and the altered lipid profile in plasma may be owing to impaired hepatic function, consistent with abnormalities we previously identified in this model (12) At necropsy, we observed an increased liver weight when normalized to body weight in female *Mut*-ko/ki mice (Fig. 7A). This indication of hepatomegaly was associated with signs of liver damage, including slightly elevated plasma levels of alanine-aminotransferase (ALAT) and aspartate-aminotransferase (ASAT) in mutant males as well as elevated alkaline phosphatase (ALP) in both sexes (Fig. 7B). In selected females, relative quantification of methylmalonyl-CoA, the substrate of methylmalonyl-CoA mutase, revealed elevated levels in mutant animals (Fig. 7C). Upstream in the metabolic pathway, propionyl-CoA levels were also increased (~15-fold increase), as were those of its derivative metabolite 2-methylcitrate (indistinguishable from methylisocitrate in our assay) (~3–10-fold increase) (Fig. 7C). These were consistent with vastly elevated levels of the metabolite methylmalonic acid, quantified in *Mmut*-ko/ki livers (Fig. 7D), together suggesting that this damage may have arisen from toxic metabolites.

**Figure 7:**
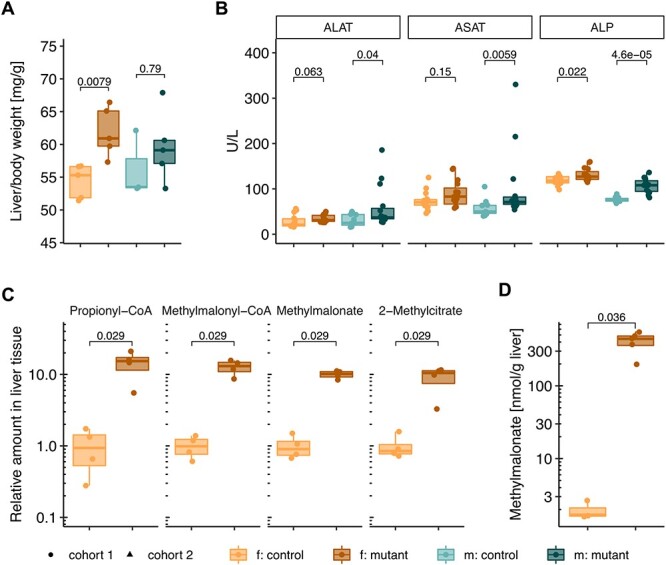
Mutant mice exhibit signs of liver damage. (**A**) Liver weight normalized to body weight, 5 months old. (**B**) Plasma levels of alanine-aminotransferase (ALAT/glutamic-pyruvic transaminase (GPT)), aspartate-aminotransferase (ASAT/glutamic-oxaloacetic transaminase (GOT)) and alkaline phosphatase (ALP), 5 months old. (**C**) Relative levels of propionyl-CoA, methylmalonyl-CoA, methylmalonate and 2-methylcitrate/methylisocitrate in whole liver of females, 6.5 months old. Data expressed in areas under the curve divided by total ion currents, normalization to the averaged control values. (**D**) MMA levels in whole liver of females, 6.5 months old. Each data point represents a single mouse. *P*-values determined by Wilcoxon rank test (f. females, m. males, mutant: *Mmut-ko/ki*, control: *Mmut*-ki/wt).

However, electron microscopy did not reveal any ultrastructural differences or signs of mitochondrial pathology in the liver (Supplementary Material, Fig. S6A). *Mmut*-ko/ki mouse livers showed normal mitochondria size distribution and ultrastructure, despite variations in mitochondria size and presence of organelles, such as lipid droplets, depending on the sectioning plane. Similar observations were made in respect of control mouse livers. We did not notice any changes in the cristae integrity.

Since plasma levels of lactate were strikingly increased in mutant mice (Fig. 5F), we hypothesized that the ability of the liver to metabolize lactate into glucose via the gluconeogenesis pathway may be impaired. However, we did not find evidence of impaired gluconeogenesis as determined by an i.p. pyruvate tolerance test in a subset of female mice (Supplementary Material, Fig. S6B). Moreover, owing to evidence of a constant ‘fasted-like’ state (Fig. 5), we further speculated that these mice may have a defect in glycogen storage and utilization. Nevertheless, we did not identify a qualitative difference in liver glycogen deposition, as determined by histological analysis of periodic acid–Schiff (PAS) staining in the absence and presence of diastase (Supplementary Material, Fig. S6C). Therefore, our results are consistent with significant effects on hepatic metabolism with only mild cellular damage, potentially arising from disease-related metabolites, but do not support reduced gluconeogenesis or dysfunction at the ultrastructural level to be responsible.

### Multi-faceted regulatory changes underlie altered liver metabolism

To investigate the molecular basis of these metabolic changes, we analyzed gene expression by microarray in liver tissue of nine *Mmut*-ki/wt and 10 *Mmut*-ko/ki male mice in the *ad libitum*–fed state. 

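Liver RNA of 9 control mice (*Mmut*-ki/wt, with a knock-in and a wild-type allele) and 10 mutant mice (*Mmut*-ko/ki, with a knockout and a knock-in allele) was amplified and hybridized to Mouse Clariom S arrays, 1 array per mouse, so that each replicate is an animal. The sample labels give an age of 20 weeks, while the legend of Fig. 8 gives 4 months for the array samples and 5 months for its data points. The authors processed the scans with the SST-RMA method of the array maker's software, which normalizes the arrays together and gives 1 log2 value per probe set, and deposited beside each value a p-value for detection above background. The median log2 value of an array ran from 5.14 to 5.25 in the controls and from 5.19 to 5.25 in the mutants. Between 68.0% and 72.7% of probe sets in the controls, and between 69.8% and 77.1% in the mutants, were detected at a p under 0.05. These values were used as deposited. Of 22206 probe sets, 19572 name a gene in the annotation used here, and they stand for 19505 genes, each tested between the genotypes with limma and adjusted over all genes after Benjamini and Hochberg. Rose, fell and changed mean an adjusted p under 0.05. The number of arrays limits the precision: on simulated data of the same size, 36% of 50 genes with a change of 0.5 on the log2 scale were recovered and 88% of 50 with a change of 1. Fewer genes changed in the simulation than in the real data, which makes the adjustment stricter, so these shares may be higher in the real data. The highest log2 value of a named gene is 19.9, and the mean of 36 genes lies within 1 of it, where a further rise has little room.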

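*Mmut*, which encodes the mitochondrial enzyme methylmalonyl-CoA mutase, fell in mutant liver. Its log2 value was 13.20 ± 0.23 (SD, n = 9) in the control mice and 11.54 ± 0.25 (SD, n = 10) in the mutants. The log2 change of -1.66 (standard error 0.12, adjusted p = 5.3e-10 from limma) makes the control level 3.16-fold that of the mutants. All 10 mutants lay below every control, at p = 1.08e-05 in a two-sided exact permutation test over the 92378 splits of the arrays, the smallest p that they can give. The two-sided exact Wilcoxon rank sum test gave p = 2.17e-05, likewise its smallest. Which exons the *Mmut* probes cover, and so how much of the knockout allele's RNA they read, was not analysed here. Over all probe sets, named or not, the arrays were alike: the correlation of 2 arrays ran from 0.975 to 0.989.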

Initial assessment indicated consistent signals across all genes from each sample (Supplementary Material, Fig. S7A) and the expected decrease in *Mmut* expression in *Mmut*-ko/ki compared with *Mmut*-ki/wt mice (Supplementary Material, Fig. S7B), indicating the data were of good quality. We therefore performed a gene set enrichment analysis, whereby comparison to both Wikipathway (19) (Fig. 8A) and KEGG (20) (Supplementary Material, Fig. S7C) identified positive normalized enrichment score for Ppar signaling pathway–related genes and a negative normalized enrichment score for electron-transport chain/oxidative phosphorylation–related genes in mutant mice. 

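Genes of PPAR signaling, which control the uptake, storage and oxidation of lipids, rose as a group in mutant liver, and nuclear genes of the electron transport chain fell as a group, a call that the former kept with an estimated correlation among genes (camera, adjusted p = 0.0102) and the latter lost (adjusted p = 0.128 with an estimated correlation). Of 76 measured genes of PPAR signaling, 22 rose, 5 fell and 49 did not pass the test (26 rose and 6 fell when adjusted over the list alone). Of 80 measured genes of the electron transport chain, 20 fell, 0 rose and 60 did not pass (27 fell and 0 rose when adjusted over the list alone). *Uqcrh*, a subunit of complex III, fell by 0.70 on the log2 scale (standard error 0.14, adjusted p = 0.00137) and lay below every control in 7 of 10 mutants. *Atp5o*, a subunit of the ATP synthase, fell by 0.50 (standard error 0.11, adjusted p = 0.00270), with 9 of 10 mutants below every control. The study singled out both pathways by an enrichment test on these samples, so neither count is independent evidence of its direction. The normalized enrichment score was 2.39 for PPAR signaling (fgsea on limma's moderated statistic, adjusted p = 2.8e-08) and -2.58 for the electron transport chain (adjusted p = 4.1e-12). The falls were small but shared: 71 of 80 genes were lower, with a median log2 change of -0.18, at percentile 0.05 of 10000 random lists of the same size and signal level. For PPAR signaling the median was 0.21, at percentile 100.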

Mapping of electron transport chain expression changes to individual complexes suggests that this downregulation concerns all complexes of the respiratory chain (Fig. 8B). 

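Nuclear genes for subunits of complexes I, III, IV and V fell as groups in mutant liver, while of complex II *Sdhb* alone fell. The group calls ended with an estimated correlation among genes: adjusted p = 0.128 with an estimated correlation for complexes I, III and V, and adjusted p = 0.207 for complex IV. Of 35 measured genes of complex I, the NADH dehydrogenase, 6 fell and 0 rose (6 and 0 when adjusted over the list alone), among them *Ndufs8*, with a log2 change of -0.57 (standard error 0.11, adjusted p = 6.8e-04) and all 10 mutants below every control. *Sdhb*, the iron-sulfur subunit of complex II, fell by 0.43 (standard error 0.12, adjusted p = 0.0163). The log2 changes of the other complex II genes were 0.07 for *Sdha* (adjusted p = 0.818), -0.02 for *Sdhc* (adjusted p = 0.950) and -0.02 for *Sdhd* (adjusted p = 0.933), so that 1 of 4 genes fell (1 when adjusted over the list alone). In complex III, 3 of 9 genes fell (6 when adjusted over the list alone), *Uqcr10* by 0.46 (standard error 0.13, adjusted p = 0.0196). In complex IV, cytochrome c oxidase, 4 of 13 fell (5 when adjusted over the list alone), *Cox7a2* by 0.47 (standard error 0.13, adjusted p = 0.0161) and *Cox4i1* by 0.34 (standard error 0.09, adjusted p = 0.0187). In complex V, the ATP synthase, 6 of 18 fell (7 when adjusted over the list alone), *Atp5g2* by 0.59 (standard error 0.11, adjusted p = 5.9e-04). These are parts of a pathway that the study singled out on the same samples, and so not independent evidence of its direction.
The normalized enrichment scores from fgsea were -2.15 for complex I (adjusted p = 2.3e-05), -1.40 for complex II (adjusted p = 0.138), -1.78 for complex III (adjusted p = 0.00901), -1.78 for complex IV (adjusted p = 0.00762) and -1.86 for complex V (adjusted p = 0.00377). The call of complex IV also ended with genes ranked by fold change (adjusted p = 0.0677, 0.00202 to 0.207 over its alternatives). Without control replicate 3, 4, 6, 8 or 9 or mutant replicate 1, 3, 4, 6, 8 or 9, 2 of the complex IV genes fell. Against 10000 random lists of the same size and signal level, the median log2 changes lay at percentile 2.85 (complex I, -0.16), 58.5 (complex II, -0.02), 1.52 (complex III, -0.33), 9.50 (complex IV, -0.17) and 2.63 (complex V, -0.21). Of these, complex III alone lay outside the central 95% of its random lists, which for complex IV ran from -0.24 to 0.17. With a block on the replicate number, the adjusted p was 0.0549 for *Sdhb*, 0.0836 for *Cox7a2* and 0.0909 for *Cox4i1*, the highest over their alternatives, of which the lowest were 0.00293, 0.00424 and 0.00210. The replicate numbers do not pair the arrays, and the block leaves out 1 mutant. Wherever it is used, a higher adjusted p may therefore follow in part from its construction. The subunits that mitochondrial DNA encodes were not analysed here. Clustering of the arrays on the 80 genes placed 1 of 19 arrays, control replicate 5, on the branch of the other genotype. On the 20 that changed, the kind of gene that Fig. 8B shows, 3 arrays were placed there, mutant replicates 2, 5 and 7.

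**Figure D1:**
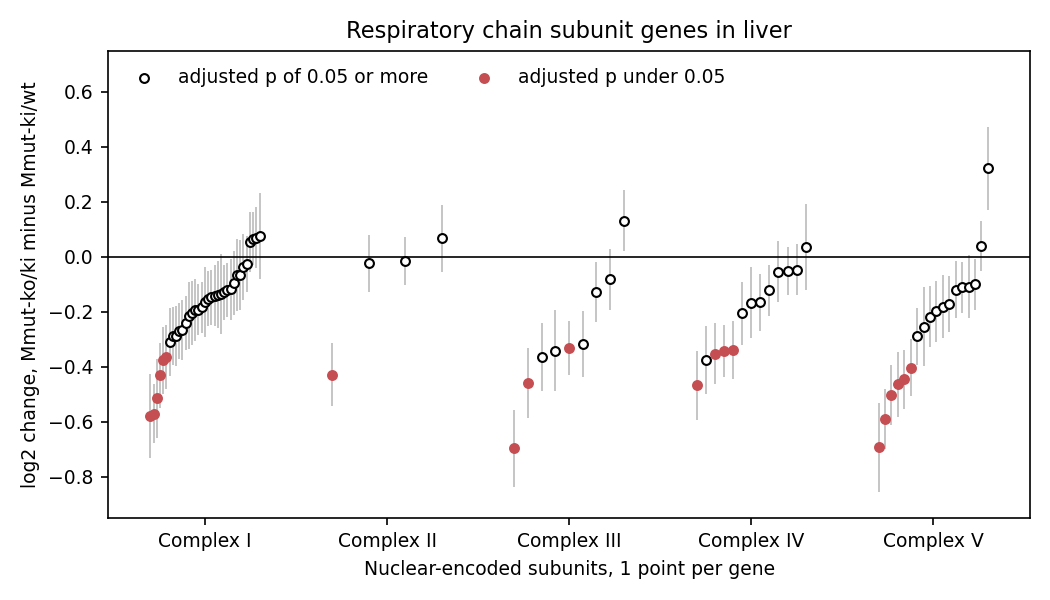
Log2 change between mutant and control liver (vertical axis) of each measured nuclear-encoded subunit gene of the 5 respiratory chain complexes (horizontal axis), from 9 control and 10 mutant mice. Points are limma estimates with bars of 1 standard error, filled where the adjusted p is under 0.05, as for 6 of the 35 genes of complex I and 1 of the 4 of complex II.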

A dysfunction of the respiratory chain would be consistent with the increased blood lactate found previously (Fig. 5F). Furthermore, changes in the NAD+/NADH ratio may result in dysregulation of the cellular redox state. 

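Some enzymes that make or recycle glutathione, the main thiol antioxidant of the cell, rose in mutant liver, among them *Gclm*, *Gss* and *Gsr*. *Gclm*, the modifier subunit of the enzyme of the first step of glutathione synthesis, had a log2 change of 0.65 (standard error 0.11, adjusted p = 2.6e-04), with all 10 mutants above every control. *Gss*, glutathione synthetase, rose by 0.94 (standard error 0.18, adjusted p = 6.3e-04), and *Gsr*, which reduces oxidized glutathione, by 0.60 (standard error 0.11, adjusted p = 5.5e-04). *Cbs*, which directs homocysteine towards cysteine, fell by 0.45 (standard error 0.10, adjusted p = 0.00284). Of 16 measured genes of glutathione synthesis, 6 rose, 1 fell and 9 did not pass the test (7 rose and 2 fell when adjusted over the list alone). In the wider list of glutathione metabolism, 18 of 54 measured genes rose and 7 fell (19 and 8 when adjusted over the list alone). The transferases *Gsta2*, with a log2 change of 3.38 (standard error 0.27, adjusted p = 2.8e-09), *Mgst3*, with 2.40 (standard error 0.17, adjusted p = 4.7e-10), and *Gstm4*, with 1.59 (standard error 0.14, adjusted p = 2.5e-08), were above every control in all 10 mutants. So was *Idh2*, a mitochondrial source of NADPH, with a log2 change of 1.33 (standard error 0.13, adjusted p = 4.1e-08). The lists were written here, but the paper reports this topic from the same samples, so that the counts are not independent evidence of its direction. The normalized enrichment score was 1.69 for synthesis (adjusted p = 0.0267), and adjusted p = 0.0518 with an estimated correlation, 0.0843 with a block on the replicate number and 0.127 with genes ranked by fold change (0.0112 at the lowest over its alternatives). For metabolism it was 2.18 (adjusted p = 2.3e-05), and adjusted p = 0.0601 with an estimated correlation.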

Consistent with this, we found altered expression of genes related to glutathione synthesis (Supplementary Material, Fig. S7D).

**Figure 8:**
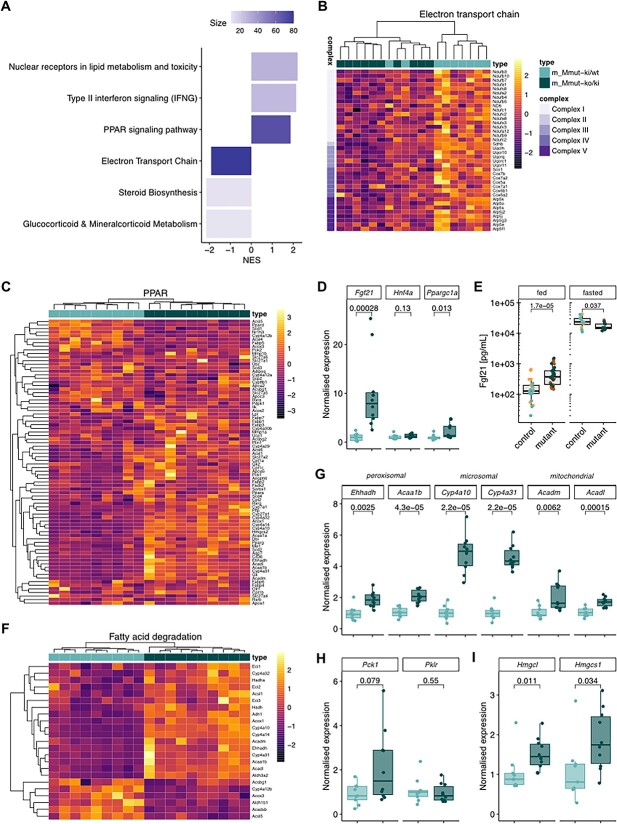
Altered expression of PPAR and electron transport chain-associated genes in mutant mouse liver. (**A**) WikiPathways gene set enrichment analysis. (**B**, **C**) Heat map of significantly changed genes in electron transport chain (B) and PPAR-signaling (C) pathways. (**D**) Confirmatory qRT-PCR of *Fgf21*, *Hnf4a* and *Ppargc1a* of the same samples. (**E**) Plasma levels of Fgf21 measured from *ad libitum*–fed and overnight-fasted mice. Males and females analyzed together since no sex differences were identified. For all, each data point represents a single mouse, aged 5 months. (**F**) Heat map of significantly changed genes encoding fatty acid degradation proteins. (**G–I**) Confirmatory qRT-PCR of fatty acid oxidation genes (G), rate limiting genes of gluconeogenesis (*Pck1*) and glycolysis (*Pklr*) (H) and ketone body synthesis (I). All samples derived from RNA from liver tissue of 9 *Mmut*-ki/wt and 10 *Mmut*-ko/ki 4-month-old male mice in the *ad libitum*–fed state. All *P*-values determined by the Wilcoxon rank test.

Unsupervised clustering of Ppar-related genes resulted in clear separation of mutant and control samples and identified Pparγ to be over-expressed in *Mmut*-ko/ki livers (Fig. 8C). 

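*Pparg*, the nuclear receptor of the adipocyte program, rose strongly in mutant liver, while *Ppara*, its main relative in the liver, did not pass the test. The log2 value of *Pparg* was 5.44 ± 0.70 (SD, n = 9) in the controls, where 8 of 9 arrays detected it, and 8.69 ± 0.62 (SD, n = 10) in the mutants, all of which lay above every control. The log2 change was 3.25 (standard error 0.26, adjusted p = 2.8e-09 from limma), which is a 9.50-fold level. *Ppara* had a log2 change of 0.11 (standard error 0.15, adjusted p = 0.747). Of 9 measured markers of adipocytes, *Pparg* was the one that changed, and the list as a group did not pass (normalized enrichment score 1.56, adjusted p = 0.0950, median log2 change -0.01), though it did with genes ranked by fold change (adjusted p = 0.0271) and with dim probe sets left out (adjusted p = 0.0111; 0.0111 to 0.335 over its alternatives). Hierarchical clustering on all 76 measured genes of PPAR signaling, with Euclidean distance and complete linkage, placed 0 of 19 arrays on the branch of the other genotype. With a distance of 1 minus Pearson's correlation, 3 arrays were placed there, mutant replicates 1, 7 and 8.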

We observed upregulation of several genes regulated by Pparγ that are associated with metabolism of lipids, including genes involved in lipid transport (e.g. *Pltp*), fatty acid transport (e.g. *Cd36*) and oxidation (e.g. *Bien*, *Cyp4a1*, *Acaa1a*, *Acaa1b*, *Acadl* and *Acadm*) as well as lipogenesis (e.g. *Scd-1*) (Fig. 8C). 

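Some genes for the transport and oxidation of lipids rose in mutant liver, such as *Pltp* and *Cd36*, while *Scd1* and most genes of lipogenesis did not. Of 22 measured genes of lipid transport and lipoproteins, 4 rose and 2 fell (5 and 4 when adjusted over the list alone), and the list did not pass as a group (normalized enrichment score 1.35, adjusted p = 0.193). *Pltp*, the phospholipid transfer protein, had a log2 change of 2.01 (standard error 0.33, adjusted p = 1.6e-04), with 8 of 10 mutants above every control. *Cd36*, which takes up fatty acids, rose by 1.66 (standard error 0.25, adjusted p = 4.8e-05), with 9 of 10 above. *Cyp4a14*, a microsomal fatty acid hydroxylase, rose by 4.87 (standard error 0.68, adjusted p = 1.9e-05), and *Acaa1a*, a peroxisomal thiolase, by 0.83 (standard error 0.13, adjusted p = 1.1e-04). *Ehhadh* (taken here for the entry *Bien*), *Cyp4a10* and *Cyp4a31* (of the family of *Cyp4a1*, a name that the annotation used here does not hold), *Acaa1b*, *Acadl* and *Acadm* rose as well. The Cyp4a genes are close paralogs whose probes may share signal. *Scd1*, the desaturase of lipogenesis, had a log2 value of 19.83 ± 0.04 (SD, n = 9) in the controls and 19.67 ± 0.11 (SD, n = 10) in the mutants, at the upper end of the scale. Its log2 change was -0.17 (standard error 0.09, adjusted p = 0.255), with all 10 mutants below every control, and it passed the test as a fall with limma's trend and robust settings (adjusted p = 0.0479, 0.00146 to 0.451 over its alternatives). Of 19 measured target genes of PPARγ in liver, 6 rose, 1 fell and 12 did not pass (8 rose and 1 fell when adjusted over the list alone; 0 fell without 1 array, unless that was control replicate 2 or 6 or mutant replicate 1 or 8), with a normalized enrichment score of 2.00 (adjusted p = 0.00220; adjusted p = 0.0102 with an estimated correlation). Among them *Vldlr*, a lipoprotein receptor, rose by 1.27 (standard error 0.21, adjusted p = 2.0e-04) and *Gpd1*, which makes glycerol 3-phosphate, by 0.56 (standard error 0.13, adjusted p = 0.00401). Of 24 measured genes of lipogenesis, 7 fell and 1 rose (9 and 1 when adjusted over the list alone), among the falls *Acss2*, which activates acetate, with a log2 change of -1.61 (standard error 0.30, adjusted p = 7.1e-04) and *Agpat2*, which makes phosphatidic acid, with one of -0.78 (standard error 0.13, adjusted p = 2.2e-04). The normalized enrichment score of lipogenesis was -1.82 (adjusted p = 0.00673), and adjusted p = 0.303 with an estimated correlation, the highest over its alternatives, of which the lowest was 0.00387. The call of lipogenesis also ended with dim probe sets left out (adjusted p = 0.0520) and, chosen after seeing the data, without control replicate 1 and mutant replicate 6 (adjusted p = 0.0645); its median log2 change of -0.15 lay at percentile 4.36 of matched random lists, inside their central 95% (-0.17 to 0.10).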

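*Fgf21*, the gene of a hormone that the liver secretes in fasting, also rose on the arrays of these fed mutant mice. Its log2 value was 4.29 ± 0.31 (SD, n = 9) in the controls and 5.92 ± 1.08 (SD, n = 10) in the mutants, a log2 change of 1.63 (standard error 0.32, adjusted p = 9.7e-04 from limma). Of the 10 mutants, 9 lay above every control (two-sided exact permutation test, p = 3.25e-05). The gene was detected above background in 3 of 9 controls and in 10 of 10 mutants, so the control level lies near background and the size of the rise is uncertain.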

Associated to upregulation of Ppar pathways, we confirmed upregulation of *Fgf21* expression in the liver using qRT-PCR (Fig. 8D). In line with this, Fgf21, a key fasting metabolic regulator (21), was also found to be elevated in the plasma of *Mmut*-ko/ki mice in the fed condition (Fig. 8E). Although fasting strongly stimulated Fgf21 production in both mutants and controls, such fasting-induced increase was less pronounced in mutant mice (Fig. 8E).

*Fgf21* expression can be induced by increased Pparα activity and stimulates fat utilization through the expression of PGC1α (*Ppargc1a*) (17), whereby PGC1α cooperates with PPARα to stimulate fatty acid oxidation and with HNF4α to stimulate gluconeogenesis (22–24). 

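*Ppargc1a*, the gene of the coactivator PGC1α, rose in mutant liver, and *Hnf4a*, a hepatocyte transcription factor, did not pass the test. *Ppargc1a* had a log2 value of 9.06 ± 0.34 (SD, n = 9) in the controls and 10.08 ± 0.93 (SD, n = 10) in the mutants, of which 7 lay above every control. Its log2 change was 1.03 (standard error 0.28, adjusted p = 0.0186 from limma; two-sided exact permutation test, p = 0.00357). The test of group means that the methods name, adjusted over all genes, gave it an adjusted p of 0.0668, with 0.00430 to 0.0668 over its alternatives. *Hnf4a* had a log2 change of 0.13 (standard error 0.14, adjusted p = 0.678; two-sided exact permutation test, p = 0.394).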

Using qRT-PCR, we confirmed increased expression of *Ppargc1a* in mutant mice, as well as no change of *Hnf4a* expression (Fig. 8D). 

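Genes of fatty acid oxidation rose as groups in mutant liver in all 3 compartments that oxidize fatty acids, but of these calls only the peroxisomal one held with an estimated correlation (adjusted p = 0.0472 with an estimated correlation, 0.128 for the microsomal and 0.0985 for the mitochondrial list). In peroxisomes, *Acaa1b*, a thiolase, had a log2 change of 1.62 (standard error 0.20, adjusted p = 2.6e-06) and *Ehhadh*, the bifunctional enzyme, one of 1.07 (standard error 0.19, adjusted p = 4.9e-04). In the microsomal pathway, the fatty acid hydroxylases *Cyp4a10* and *Cyp4a31* rose by 2.80 (standard error 0.30, adjusted p = 2.5e-07) and 2.24 (standard error 0.27, adjusted p = 1.8e-06). In mitochondria, the dehydrogenases *Acadl* and *Acadm* rose by 0.76 (standard error 0.11, adjusted p = 4.1e-05) and 0.75 (standard error 0.15, adjusted p = 0.00154). *Crat*, carnitine acetyltransferase, rose by 1.74 (standard error 0.28, adjusted p = 1.1e-04) and *Slc25a20*, the carnitine-acylcarnitine carrier, by 0.92 (standard error 0.16, adjusted p = 2.0e-04). Of 26 measured peroxisomal genes, 12 rose and 2 fell (13 and 3 when adjusted over the list alone), or 1 without control replicate 4 or 6 or mutant replicate 4. Of 12 microsomal genes, 5 rose and 2 fell (6 and 3 when adjusted over the list alone). The microsomal genes went both ways: 8 were higher and 4 lower, with log2 changes from -2.89 to 4.87. The lowest was that of a Cyp4a gene other than those named here. Of 24 mitochondrial genes, 9 rose and 0 fell (11 and 0 when adjusted over the list alone). In the list of fatty acid degradation, 15 of 46 rose and 6 fell (22 and 8 when adjusted over the list alone). The fatty acid lists were written here, on a topic that the paper reports from the same samples, so that the counts are not independent evidence of its direction.
All 10 mutants lay above every control for *Acaa1b*, *Cyp4a10*, *Cyp4a31* and *Acadl*, the smallest p that the exact permutation test can give. The same two-sided exact permutation test gave p = 1.52e-04 for *Ehhadh* and p = 4.0e-04 for *Acadm*. The normalized enrichment scores were 2.23 for the peroxisomal list (adjusted p = 2.8e-05), 1.65 for the microsomal (adjusted p = 0.0330) and 2.29 for the mitochondrial (adjusted p = 1.6e-05). For fatty acid degradation it was 2.06 (adjusted p = 6.3e-05; adjusted p = 0.108 with an estimated correlation). The microsomal call also ended with genes ranked by fold change (adjusted p = 0.127, 0.00629 to 0.128 over its alternatives), and its Cyp4a members are close paralogs that may share signal.

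**Figure D2:**
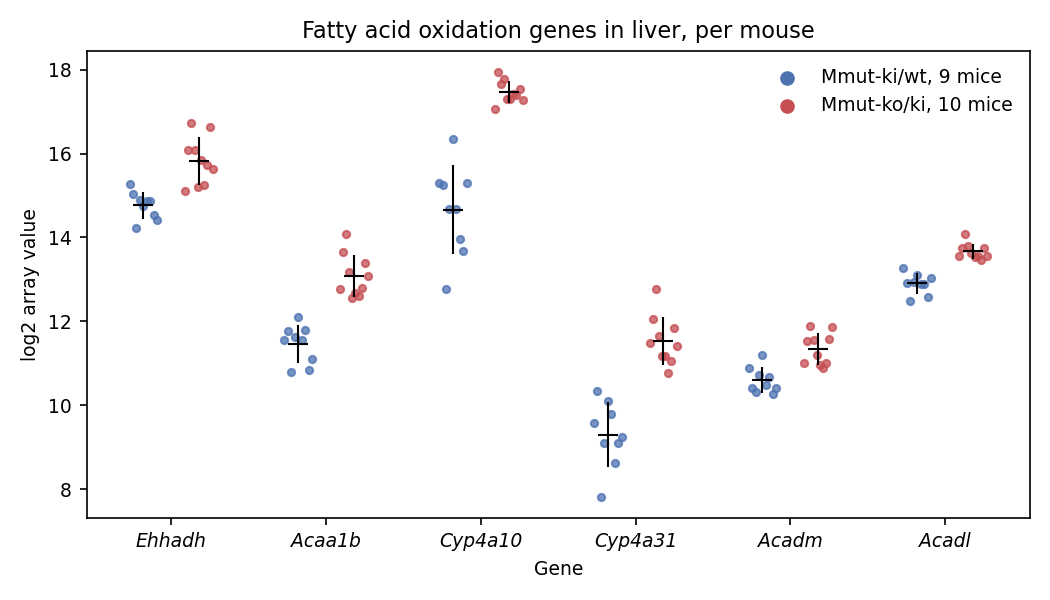
Log2 array value (vertical axis) of 6 fatty acid oxidation genes (horizontal axis) in the liver of 9 control and 10 mutant mice. Each point is a mouse, and the lines give the mean and 1 SD of a group; for *Cyp4a10* the mean is 14.66 in the controls and 17.47 in the mutants.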

Consistent with the role of PGC1α and PPARα to stimulate fatty acid oxidation, we further identified altered expression of genes related to fatty acid oxidation (Fig. 8F; Supplementary Material, Fig. S7E), and validated upregulation of known peroxisomal (e.g. *Ehhadh*, *Acaa1b*), microsomal (e.g. *Cyp4a10* and *Cyp4a31*) and mitochondrial (e.g. *Acadm* and *Acadl*) fatty acid oxidation pathway genes by qRT-PCR (Fig. 8G). In contrast, consistent with unchanged *Hnf4a* expression (Fig. 8D), and no evidence of impaired gluconeogenesis when pyruvate was administered (Supplementary Material, Fig. S6B), we found no clear trend to altered expression of genes involved in glucose uptake (Supplementary Material, Fig. S7F) or glycolysis and gluconeogenesis (Supplementary Material, Fig. S7G), and qRT-PCR confirmed no changes to expression of the main control points of gluconeogenesis (*Pck1*) and glycolysis (*Pklr*) (Fig. 8H). 

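Few genes of glucose uptake, glycolysis and gluconeogenesis changed, and among them *Pklr* fell. *Pklr*, the pyruvate kinase of liver glycolysis, had a log2 value of 12.45 in the controls and 11.66 in the mutants, a log2 change of -0.79 (standard error 0.17, adjusted p = 0.00282; two-sided exact permutation test, p = 6.6e-04), with 6 of 10 mutants below every control. *Pck1*, which controls entry into gluconeogenesis, had a log2 change of 0.61 (standard error 0.24, adjusted p = 0.112; two-sided exact permutation test, p = 0.0364), with 6 of 10 mutants above every control. It passed without mutant replicate 7 (adjusted p = 0.0269), and also without control replicate 1 and mutant replicate 6 together (adjusted p = 0.0484), a choice made after seeing the data; over its alternatives the adjusted p ran from 0.0269 to 0.205. *G6pc*, the glucose 6-phosphatase of the last step, had a log2 change of -0.37 (standard error 0.21, adjusted p = 0.310). Of 36 measured genes of glycolysis and gluconeogenesis, 1 rose and 2 fell (4 and 3 when adjusted over the list alone): *Tpi1*, triose phosphate isomerase, by 0.43 (standard error 0.12, adjusted p = 0.0178), and *Pklr* and *Gckr*, the regulator of glucokinase, the latter with a log2 change of -0.43 (standard error 0.10, adjusted p = 0.00563). Without control replicate 5 or mutant replicate 3, 5 or 8, 2 of them rose, and without control replicate 7 or 8 or mutant replicate 7, 3 rose. The normalized enrichment score of the list was 0.90 (adjusted p = 0.645). Of 12 measured glucose transporters, 1 fell and 0 rose (1 and 1 when adjusted over the list alone), with a normalized enrichment score of 0.93 (adjusted p = 0.634). It was *Slc2a5*, a fructose transporter, with a log2 change of -0.70 (standard error 0.21, adjusted p = 0.0277), which did not pass without control replicate 2, 4 or 8 or mutant replicate 3, 4, 6 or 9 (0.0612 at the highest), nor by the methods' tests of means (adjusted p = 0.0645) and of ranks (adjusted p = 0.0996), nor with a block on the replicate number (adjusted p = 0.0736); over its alternatives the adjusted p ran from 0.00709 to 0.0996. *Slc2a2*, the main glucose transporter of hepatocytes, had a log2 change of 0.32 (standard error 0.11, adjusted p = 0.0707), and passed without control replicate 5 (adjusted p = 0.0458), with limma's trend and robust settings (adjusted p = 0.0135), with dim probe sets left out (adjusted p = 0.0302), by the test of ranks (adjusted p = 0.0366) and after quantile normalization (adjusted p = 0.0471), with 0.0135 to 0.170 over its alternatives. *Slc2a3*, another glucose transporter, did not pass with all arrays but rose without mutant replicate 6 (limma, adjusted p = 0.044). The lists of glycolysis and gluconeogenesis and of glucose transporters were written here, on topics that the paper reports from the same samples, so that their counts are not independent evidence.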

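Genes of ketone body metabolism went both ways in mutant liver and did not move as a group. Of 9 measured genes, 2 rose, 1 fell and 6 did not pass the test (2 and 1 when adjusted over the list alone). The list was written here, on a topic that the paper reports from the same samples, so that the count is not independent evidence of its direction. *Bdh1*, the mitochondrial enzyme that makes 3-hydroxybutyrate, had a log2 change of 0.49 (standard error 0.15, adjusted p = 0.0354), with 0 of 10 mutants above every control. *Bdh2*, a cytosolic dehydrogenase, fell by 0.75 (standard error 0.15, adjusted p = 0.00109), with 9 of 10 mutants below every control. The normalized enrichment score of the list was 1.03 (adjusted p = 0.512). *Bdh1* did not pass without control replicate 3, 4, 8 or 9 or mutant replicate 1, 3, 7, 9 or 10 (0.0806 at the highest), nor by the methods' tests of means (adjusted p = 0.100) and of ranks (adjusted p = 0.0838), with median centring (adjusted p = 0.0516) or with a block on the replicate number (adjusted p = 0.0708); over its alternatives the adjusted p ran from 0.00592 to 0.100. The list has further members that were not analysed here.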

Finally, microarray analysis suggested upregulation of genes related to ketone body production (Supplementary Material, Fig. S7H). This finding was confirmed by qRT-qPCR, identifying upregulation of *HmgcI* and *Hmgcs1*, two key genes involved in ketone body production (Fig. 8I). 

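On the arrays *Hmgcs1*, the cytosolic HMG-CoA synthase, which also serves cholesterol synthesis, rose in mutant liver. Its log2 value was 15.05 ± 0.52 (SD, n = 9) in the controls and 15.88 ± 0.57 (SD, n = 10) in the mutants, a log2 change of 0.83 (standard error 0.22, adjusted p = 0.0158 from limma; two-sided exact permutation test, p = 0.00554), with 5 of 10 mutants above every control. The Wilcoxon test adjusted over all genes gave an adjusted p of 0.0838, the highest over its alternatives, of which the lowest was 0.00245. Of 19 measured genes of cholesterol synthesis, 3 rose and 2 fell (3 and 2 when adjusted over the list alone), with a normalized enrichment score of 1.30 (adjusted p = 0.229). *Fdft1*, squalene synthase, rose by 1.12 (standard error 0.18, adjusted p = 1.1e-04) and *Cyp51*, the lanosterol demethylase, by 0.83 (standard error 0.17, adjusted p = 0.00157), while *Ebp*, a sterol isomerase, fell by 0.80 (standard error 0.12, adjusted p = 7.9e-05). Without control replicate 4, 6, 7, 8 or 9 or mutant replicate 1, 3, 5, 6, 8 or 9, 1 of the genes of cholesterol synthesis fell. The other gene that the paper names here was not analysed here.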

Interestingly, this may be a reaction to the reduced glycemia in the fed state (Fig. 5A).

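The response of the mutant liver was wide: 1962 of 19505 genes changed, of which 923 rose and 1039 fell, and 350 changed at least 2-fold (217 up, 133 down). The balance depends on the normalization: after median centring 38.9% of 2024 changed genes rose, against 48.4% of 1921 after quantile normalization. Among the largest rises were *Acot3*, an acyl-CoA thioesterase, with a log2 change of 4.64 (standard error 0.36, adjusted p = 1.4e-09) and *Abcd2*, a peroxisomal transporter, with 3.79 (standard error 0.34, adjusted p = 1.6e-08). *Csad*, an enzyme of taurine synthesis, rose the most among genes whose groups do not overlap, by 5.70 (standard error 0.40, adjusted p = 3.9e-10). *Usp18*, an interferon-induced gene, rose by 4.10 (standard error 0.21, adjusted p = 1.6e-12), *Vnn1*, a pantetheinase, by 3.51 (standard error 0.45, adjusted p = 5.2e-06), and the cytochromes P450 *Cyp2a4* and *Cyp2c38* by 4.29 and 3.61 (adjusted p = 3.1e-08 and 8.9e-08). *Hsd3b5*, a steroid dehydrogenase of male liver, fell by 7.28 (standard error 0.82, adjusted p = 7.3e-07), *Cyp7b1*, an oxysterol hydroxylase, by 4.08 (standard error 0.32, adjusted p = 1.6e-09) and *Elovl3*, a fatty acid elongase, by 3.65 (standard error 0.57, adjusted p = 7.9e-05). *Sucnr1*, the succinate receptor, fell by 3.57 (standard error 0.27, adjusted p = 1.3e-09) and *Grk5*, a receptor kinase, by 3.75 (standard error 0.23, adjusted p = 3.0e-11).
The other genes among these 20 were the transporters *Slc22a27* (4.85) and *Slc22a26* (4.10), *Cyp4a14*, and, as falls, *Adh6-ps1* (-3.64), *Susd4* (-3.24), *Slc41a2* (-3.02), *Cyp2u1* (-2.97) and *Slc22a7* (-2.75). In 285 changed genes (181 up, 104 down) no mutant overlapped with a control, where chance expects 0.422 of the genes tested, or 0.00217% of them. *Cyp2a4* and *Cyp2c38* belong to families of close paralogs that may share signal. Markers of other liver cells moved too: of 17 measured markers of Kupffer cells and macrophages, 4 rose and 0 fell (4 and 0 when adjusted over the list alone; normalized enrichment score 1.99, adjusted p = 6.2e-04, and adjusted p = 0.269 with an estimated correlation), among them *Vsig4* with a log2 change of 0.87 (standard error 0.20, adjusted p = 0.00435). Without control replicate 2, 3 or 5 or mutant replicate 3, 2 of these markers rose. From the liver data as a whole, the paper proposes what this response includes.

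**Figure D3:**
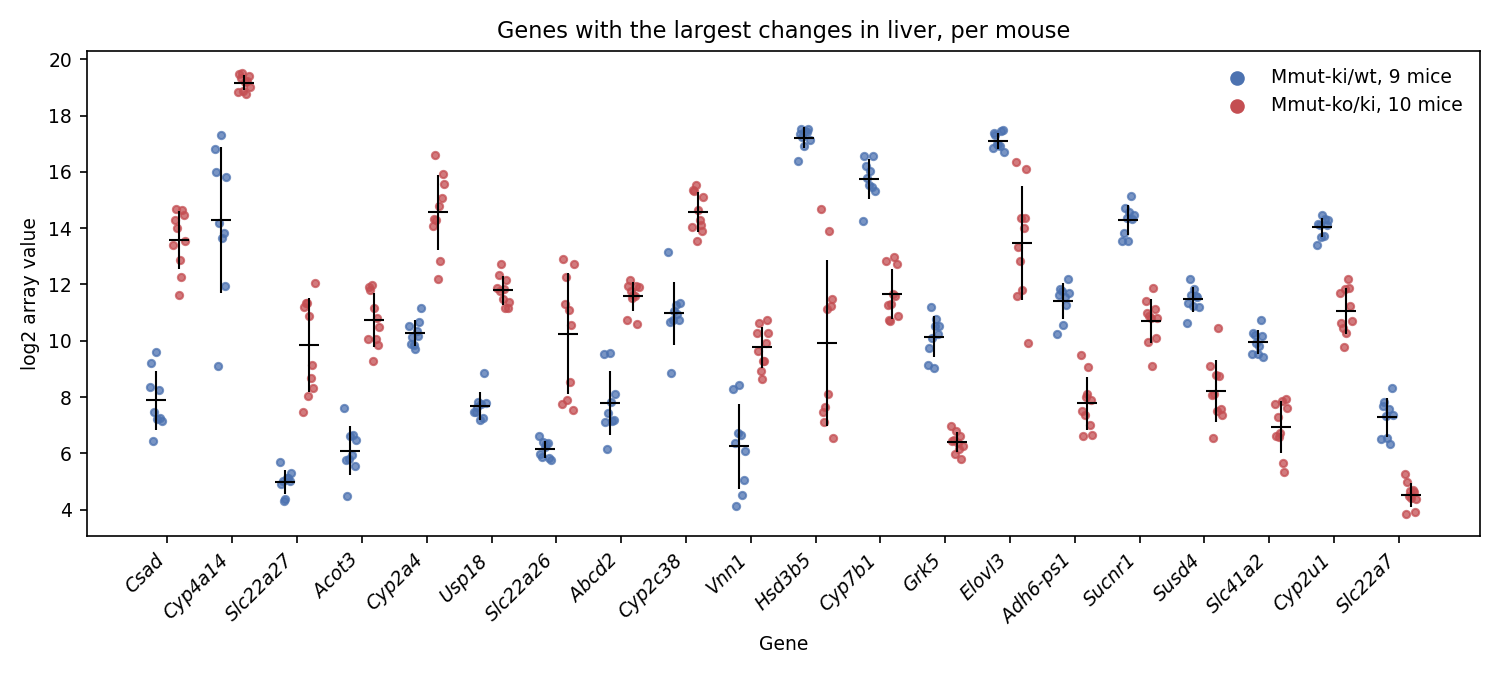
Log2 array value (vertical axis) in the liver of 9 control and 10 mutant mice for the 10 genes with the largest rise and the 10 with the largest fall among changed genes whose groups do not overlap (horizontal axis). Each point is a mouse, and the lines give the mean and 1 SD of a group; the mean of *Hsd3b5* is 17.21 in the controls and 9.93 in the mutants.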

Overall, these data point to a multi-faceted molecular response in the liver that includes activation of PPAR-controlled pathways.

## Discussion

### Clinical parallels and treatment considerations

In this study, we examined energy balance dysregulation in a mouse model of *mut*-type methylmalonic aciduria, providing insights into adaptation to chronic energy deficiency. There are also clear parallels between the mouse findings here and those of individuals affected by this disease.

The most obvious phenotype of these mice was their reduced size and weight, identified both here and previously (10,12). Clinically affected individuals also show consistently poor growth outcomes (7), a fact for which nutritional factors, particularly over-restriction of natural protein, inadequate protein intake or use of precursor-free amino acids, is often suspected to contribute (25–28). Since mice in this study were exclusively provided with a high-protein diet, our findings suggest the tendency for smaller stature may not necessarily stem from a reduced protein diet, but rather to be at least partially intrinsic to disease.

We further found a shift in body composition toward less lean and more fat mass amount of body weight, an effect strongest in female mice. Compared with a reference population, female patients with methylmalonic aciduria have been found to be significantly shorter and to have a higher body mass index, percentage body fat, ratio of abdominal to gluteal circumference and ratio of central to peripheral body fat (29). These patients were also found to have decreased resting energy expenditure (30), similar to the hypometabolism detected in our mouse model. The potential underlying factors for this change toward increased fat accumulation and hypometabolism are manifold and are discussed further in the following text.

We also found multiple signs of dysregulation in glucose metabolism: mutant mice had reduced circulating glucose in the *ad libitum*–fed and shortly fasted state; increased glucose following overnight fasting; and a reduced glucose tolerance that was likely caused by impaired insulin sensitivity. Hypoglycemia is an often cited, if not very well described, complication of methylmalonic aciduria (28). On the other hand, diabetic ketosis, a potentially life-threatening metabolic complication characterized by hyperglycemia, ketosis and metabolic acidosis, often associated to type 1 diabetes mellitus (31), has been described as a rare complication of methylmalonic aciduria in at least eight separate case reports (32–39), with an equal number of patients described in related organic acidurias (reviewed in (32)). In some of these individuals, hyperglycemia was resistant to even large doses of insulin (33,37). Glucose dysregulation, particularly following bolus administration, is an important consideration in methylmalonic aciduria disease management, as intravenous glucose is a mainstay of therapy for metabolic decompensation (7). Our findings, particularly that of reduced glucose clearance and increased lactate levels, suggest that glucose administration must be cautiously dosed under repetitive monitoring of glucose and lactate levels, as the latter may rise when large amounts of glucose are applied (7,40).

Finally, our findings point to alterations in the liver both at the cellular and molecular levels. Liver changes have been previously reported in methylmalonic aciduria patients and other mouse models of the disease, including histological abnormalities, mitochondrial pathology, hepatomegaly and more rarely, hepatoblastoma and hepatocellular carcinoma (41–46), suggesting this to be a consistent finding in disease and potentially related to the elevated levels of toxic metabolites. Previous histological investigations conducted on livers of *Mut*-ko/ki mice fed with a 51%-protein diet from day 12 of life revealed morphology changes, such as hepatocellular hypertrophy comprised of enlarged hepatocytes, anisonucleosis, a high number of binucleated forms and a high rate of intranuclear inclusions (12). Although we did not identify ultrastructural changes here, ultrastructure abnormalities in the mitochondria, such as megamitochondria and disturbed cristae, have been described in patient samples or in other mouse models of methylmalonic aciduria (43,45–47). A potential explanation for this discrepancy includes the residual activity of Mmut in the liver of our mice, which, although very low, may nevertheless be protective of mitochondrial ultrastructure. The liver plays an important role in energy balance during fasting and starvation, by regulating carbohydrate and lipid metabolism and by mobilizing energy during nutritional deprivation, it is therefore not surprising that a liver dysfunction would cause energy imbalance in response to fasting (17). Further, a direct influence of reduced function of methylmalonic aciduria related enzymes on cholesterol synthesis has recently been described (48), consistent with our finding of reduced plasma cholesterol in fed and fasted conditions here.

### Potential underlying mechanisms

The pathological features described here represent a global metabolic response, likely mediated through many interconnected pathways. Nevertheless, we identified changes in specific driver molecules that have the capability to enact such a multi-system response and may therefore represent therapeutic targets.

Liver expression and plasma protein levels of Fgf21 were elevated in mutant animals compared with controls in *ad libitum*–fed conditions, but fasting-induced increase was less pronounced in mutant mice. Elevated Fgf21 in fed conditions is consistent with findings from another mouse model of methylmalonic aciduria (*Mmut*^−/−^;Tg^INS-MCK-*Mmut*^) and methylmalonic aciduria patients (45,49) and is positively predictive of muscle mitochondrial pathologies in a quantitative manner (50). Fgf21 is a metabolic hormone secreted by several organs, including the liver, in response to such factors as starvation; overnutrition and refeeding; low-protein, high-fat or high-carbohydrate diets; and methionine restriction (51–56). Downstream actions controlled by Fgf21 include stimulation of glucose uptake and lipolysis in WAT, resulting in reduced plasma glucose and circulating triglycerides (57,58). In line with this, the lower basal plasma glucose and triglyceride levels found in *ad libitum*–fed mutant mice may be related to their increased Fgf21. However, Fgf21 also induces thermogenesis in BAT, thereby increasing energy expenditure and improving glucose metabolism (58,59). In a skeletal muscle *Atg7*-ko mouse, investigators found decreased fat mass along with increased fatty acid oxidation and browning of WAT owing to induction of Fgf21 (60) We found quite the opposite: an apparent BAT ‘whitening’ with worsening glucose tolerance despite elevated Fgf21 levels. Although we cannot completely reconcile this discrepancy, our hypothesis is that the process of BAT whitening may be a consequence of an energy-saving mechanism resulting in energy storage in the form of lipids irrespective of Fgf21. Importantly, BAT whitening is associated with impaired mitochondrial function (61) and dysfunctional glucose metabolism (62), two downstream consequences identified in our mice in the form of elevated lactate and reduced glucose clearance.

Fgf21 expression is induced by Pparα (52,63), Pparα, in turn, is a nutritional sensor activated by fatty acid derivates that are formed during lipolysis, lipogenesis or fatty acid catabolism (64), Ppar signaling, which appears to be activated in fed mutant mice, may have a direct effect on pathways of glucose metabolism—especially on hepatic glucose production (65). 

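Target genes of PPARα, the receptor that drives fatty acid use in the fasted liver, rose in the liver of the fed mutants. Of 59 measured target genes, 31 rose, 0 fell and 28 did not pass the test (39 rose and 0 fell when adjusted over the list alone); without mutant replicate 3, 1 fell. *Retsat*, a retinol saturase, had a log2 change of 2.40 (standard error 0.22, adjusted p = 3.1e-08) and *Acot4*, a peroxisomal thioesterase, one of 2.00 (standard error 0.23, adjusted p = 9.0e-07), each with all 10 mutants above every control. *Aldh3a2*, which oxidizes fatty aldehydes, rose by 1.68 (standard error 0.18, adjusted p = 5.0e-07), with 9 of 10 above. *Slc22a5*, the carnitine importer, rose by 1.00 (standard error 0.19, adjusted p = 8.8e-04), with 9 of 10 above. The list was written here after the paper's figures had been seen. It holds genes that the paper reports from the same samples, so the count is not independent evidence of its direction. It also includes genes that fasting induces and shares members with the lists of fatty acid oxidation. The normalized enrichment score was 3.05 (fgsea, adjusted p = 2.7e-19), and adjusted p = 0.0293 with an estimated correlation. Some of these genes are also known as female-biased in mouse liver; without them, 26 of 54 rose and 0 fell, and the score was 2.92 (adjusted p = 8.3e-17).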

Transcriptomics analysis in the liver of *ad libitum*–fed animals revealed an upregulation of numerous genes induced by Pparα, suggesting that an increased Pparα activity causes elevated Fgf21 levels. This may be a potential response aimed to upregulate liver fatty acid oxidation in mutant animals in the fed state.

Ppar and Fgf21 further intersect at Ppargc1a, whose hepatic expression is induced by Fgf21 (22). Ppargc1a is a key transcriptional regulator of energy homeostasis and causes corresponding increases in fatty acid oxidation, tricarboxylic acid cycle flux and gluconeogenesis without increasing glycogenolysis (17). In line with this, glucose and triglycerides levels inversely correlated with plasma Fgf21 levels in the fed condition. Thus, it appears as though the reduced lipid oxidation of BAT is matched by an induction in the liver. Interestingly, Ppargc1a is activated by Sirt1 diacylation (23), whose expression, in turn, is downregulated in vitamin B_12_ deficiency (66) owing to reduced activity of methionine synthase (67). Further exploration of the interaction between sirtuins and methylmalonic aciduria is certainly warranted, especially in light of the recent demonstration of SIRT5 mediated release of aberrant methylmalonylation in disease (68).

### Conclusions and limitations

We conclude that our model of methylmalonic aciduria shows changes that appear poised to combat the effects of chronic energy shortage. These changes are found at every level: whole body (reduced size), tissue (altered fat amount), cell (BAT whitening) and molecular (altered Fgf21/Ppar), with resulting influence on energy expenditure, glucose and fat metabolism. Since many of the findings here have parallels with individuals affected by this disease, as well as related organic acidurias and mitochondriopathies, they have important implications for disease understanding and patient management as well as long-term energetic insufficiency. They reinforce previous findings in mouse models and affected individuals (e.g. upregulated Fgf21, (45)) and are aligned with recent findings of metabolic rewiring in disease (69,70).

Nevertheless, it is important to note a few limitations to this study. Although all mice were fed the same high-protein diet, and we have previously shown that control mice have normal growth parameters on this diet (12), we cannot exclude whether the diet itself influenced some of our findings. Likewise, our protocol allowed measurement of food intake and energy expenditure in intervals of 21 hours. A longer-term study, especially comparing caloric intake and energy expenditure over a period of days, might provide further insights to long-term energetic adaptation. Additionally, detailed mechanistic studies, to provide direct metabolic evidence of changes to carbohydrate and lipid metabolism in normal and challenge (e.g. cold exposure and fasting) conditions as well as cellular follow-up studies, such as Seahorse assays, to delineate the effect if any on electron transport chain or tricarboxylic acid cycle function would be invaluable to identify whether these are impaired, as suggested by the transcriptomic and energetic data. Finally, measurement of circulating insulin, both in fed mice and in the context of the i.p. ITT, would help deduce whether the dysregulated glucose response of mutant mice was primarily owing to insulin production or insensitivity.

## Materials and Methods

### Ethics statement

In Zurich, all animal experiments were approved by the legal authorities (license 048/2016; Kantonales Veterinäramt Zürich, Switzerland) and performed according to the legal and ethical requirements. In Munich, all tests performed were approved by the government of Upper Bavaria, Germany (license 046/2016).

### Mouse generation and housing conditions

The experimental *Mut*-ko/ki and the control *Mut*-ki/wt mice were obtained from in-house breedings, by crossing *Mut*-ko/wt females with *Mut*-ki/ki males. These breeders were generated on a C57BL/6 N background where mutations were introduced as previously described (10). Mouse monitoring entailed regular weight measurements. Mice had *ad libitum* access to sterilized drinking water. Starting from day 12 of age, they were fed with a customized diet containing 51% of protein and whose composition was based on the reference diet U8978 version 22 (Safe, France) as previously described (12). They had *ad libitum* access to this diet, unless otherwise specified under fasting conditions. All mice were bred in Zurich, where they were housed in single-ventilated cages with a 12:12 h light/dark cycle and an artificial light of ~40 Lux in the cage. The animals were kept under controlled humidity (45–55%) and temperature (21 ± 1°C) and housed in a barrier-protected specific pathogen-free unit. All parameters were monitored continuously. Mice used for the measurements of liver metabolites and enzymes, electron microscopy and pyruvate tolerance test were housed in Zurich until euthanasia, whereas mice used for the other data were shipped to Munich where they had an acclimatization period of 2 weeks. In Munich, mice were housed according to the German Mouse Clinic housing conditions and German laws, and in strict accordance with directive 2010/63/EU (www.mouseclinic.de). The animals were kept under the same diet in both facilities.

### Metabolite measurements in livers

Mice were anaesthetized with a sedative solution (xylazine 35 mg/kg, ketamine 200 mg/kg, in NaCl 0.9%) administered i.p., prior to *in vivo* intracardiac perfusion with a washing solution (heparin solution in HBSS buffer, 1%) using a pump. Following harvesting, livers were placed in tissueTUBEs (Covaris) and snap-frozen in liquid nitrogen before cryofracture using the CP02 cryoPREP Automated Dry pulverizer (Covaris) and were then stored in dry ice.

#### Measurement of methylmalonic acid

Liver homogenates were prepared in cold conditions (+4°C) by adding a stainless-steel bead (Qiagen, cat. 69 989) and tissue lysis buffer (composition: 250 mM sucrose, 50 mM KCl, 5 mM MgCl2, 20 mM Tris base, pH adjusted to 7.4 with HCl, 5 μl buffer/mg of tissue) to each sample right before mechanical lysis using the TissueLyser II (20 Hz, twice for 90 s) (Qiagen). Homogenates were centrifuged at +4°C (600*g*, 10 min), and supernatants were collected. Protein concentration was assessed (Quick Start Bradford Protein Assay, Bio-Rad), and samples were normalized to ~10–25 mg protein/ml. For determination of MMA, 250–300 μl of homogenate were used for liquid–liquid extraction. Briefly, 10 μl of 1 mM stable isotope–labeled d3-MMA (Cambridge Isotope Laboratories, Inc., Andover, USA) and 100 μl of 1.25 mM d4-nitrophenol (d4-NP; euriso-top GmbH, Saarbrücken, Germany) were added as internal standards. Samples were acidified with 300 μl of 5 M HCl and after addition of solid sodium chloride extracted twice with 5 ml ethyl acetate each. The combined ethyl acetate fractions were dried over sodium sulfate and then evaporated at 40°C under a stream of nitrogen. Samples were then derivatized with N-methyl-N-(trimethylsilyl)-heptafluorobutyramide (Macherey-Nagel, Düren, Germany) for 1 h at 60°C. For GC/MS analysis, the quadrupole mass spectrometer MSD 5975A (Agilent Technologies, USA) was run in the selective ion-monitoring mode with electron impact ionization. Gas chromatographic separation was achieved on a capillary column (DB-5MS, 30 m × 0.25 mm; film thickness: 0.25 μm; Agilent J&W Scientific, USA) using helium as a carrier gas. A volume of 1 μl of the derivatized sample was injected in splitless mode. GC temperature parameters were 80°C for 2 min, ramp 50°C/min to 150°C and then ramp 10°C/min to 300°C. Injector temperature was set to 260°C and interface temperature to 260°C. Fragment ions for quantification were m/z 247 (MMA), m/z 250 (d3-MMA) and m/z 200 (d4-NP). A dwell time of 50 ms was used for d4-NP and 100 ms for MMA and d3-MMA.

#### Measurement of propionyl-CoA, methylmalonyl-CoA, methylmalonate and methylcitrate

Five hundred microliters of cold methanol and 350 μl of cold water were added to 25 mg of pulverized frozen tissue in 2 ml tubes containing ceramic beads (1.4 and 2.9 mm). Samples were homogenized using a Precellys evolution tissue homogenizer (Bertin) connected to a cooling system (Cryolysis, Bertin) (3 cycles of 20 s, 10 000 rpm). A second cycle of homogenization (3 cycles of 20 s, 10 000 rpm) was performed after addition of 1 ml of 4°C chloroform. Homogenized samples were then centrifuged (16 000×*g* for 10 min at 4°C). The upper layer (aqueous fraction) was transferred to a new tube and stored at −80°C until LC–MS analysis. Samples were dried down in a vacuum dessicator (Speedvac, Savant) and resuspended in 100 μl of a 50:50 mixture of water and methanol.

LC–MS analysis was performed using a LC–MS qTOF mass spectrometer scanning m/z between 69 and 1700 as described (71). Briefly, 5 μl of sample was injected and subjected to ion pairing chromatography with an Inertsil 3 μm particle ODS-4 column (150 × 2.1 mm, GL Biosciences) on an Agilent 1290 High-Performance Liquid Chromatography system using hexylamine (Sigma-Aldrich) as a pairing agent. The flow rate was constant at 0.2 ml min^−1^ using mobile phase A (5 mM hexylamine adjusted with acetic acid to pH 6.3) and B (90% methanol/10% 10 mM ammonium acetate (Biosolve, adjusted to pH 8.5). The buffer gradients and the parameters for detection in an Agilent 6550 ion funnel mass spectrometer operated in negative mode with an electrospray ionization were exactly as described (71). Metabolite abundance was determined by integrating, in extracted ion chromatograms, peak areas of the predicted m/z with a window of +/− 10 ppm. Relative concentrations were determined after normalization to total ion current. Each sample was analyzed separately (i.e. the samples were not pooled).

### Assessment of body composition

A body composition analyzer (Bruker MiniSpec LF 65) based on TD-NMR was used to provide a robust method for the measurement of lean tissue and body fat in live mice without anesthesia at 13–15 weeks of age. TD-NMR signals from all protons in the entire sample volume were used, and data on lean and fat mass were provided. Body composition analysis was based on a linear regression modeling using body mass or lean mass as a covariate, as previously recommended (72). Fat mass assessed using the dual energy X-ray absorption analyzer UltraFocus^DXA^ by Faxitron®, in anesthetized mice, at the age of 20 weeks, was used for the correlation plot with serum leptin levels.

### Body surface temperature

Body surface temperature was measured using Infrared thermography, which is a passive, remote and non-invasive method. We use a high-resolution A655sc FLIR infrared camera and process the data with FLIR ResearIR Max software. A mouse is isolated, and least three images per mouse are taken when their eyes are visible and their four feet are on the floor. The average of the whole-body surface temperature and the maximum temperature (eye) is used to evaluate the phenotype (73,74). Alopecia, sex and age (75), stress parameter/behavior (76,77) and metabolism (78), among others, represent some of the factors affecting the surface temperature of the mouse. Since skin problems and over-grooming behavior are the most important reasons for hair loss, which is observed very frequently in C57BL substrains (79), finally influencing the outcomes, we have scored the hair loss in order to control confounding effects.

### Indirect calorimetry

Indirect calorimetry was performed as described (80). Briefly, high-precision CO_2_ and O_2_ sensors measured the difference in CO_2_ and O_2_ concentrations in air flowing through control and animal cages. The rate of oxygen consumption took into account the air flow through the cages that was measured in parallel. Data for oxygen consumption were expressed as ml O_2_^*^h^−1^^*^animal^−1^. The system also monitored CO_2_ production; therefore, the respiratory exchange ratio (RER) could be calculated as the ratio VCO_2_/VO_2_. The test was performed at room temperature (23°C) with a 12:12 h light/dark cycle in the room (lights on 06:00 CET, lights off 18:00 CET). Wood shavings and paper tissue were provided as bedding material. Each mouse was placed individually in a chamber for a period of 21 h (from 13:00 CET to 10:00 CET next day) with free access to food and water. Metabolic cuvettes were set up in a ventilated climate room continuously supplied with fresh air from outside. The activity was measured using light beam frames on an *x*- and *y*-axes. The parameter named Distance was calculated from *x* and *y* counts including ambulatory activity, fine movements and total activity. The carbo and lipid oxidation rates were calculated using the Frayn formulas: CHO oxidation (g/min) (4.55^*^VCO2–3.21^*^VO2), Lipid oxidation (g/min): (1.67^*^VO2–1.67^*^VCO2) with the protein oxidation considered negligible. VO_2_ and VCO_2_ were converted in grams.

For VO2, CHO and lipid oxidation, we used the body weight−independent residuals since body mass is the major determinant for variability in absolute VO2, CO2, CHO and lipid oxidation, food intake. Therefore, we calculated a linear model as previously described (80,81). Briefly, the residuals of these models represent the differences between the observed individual values and predicted ones by their mean body weight (body weight before and after the indirect calorimetry trial).

### Collection of blood samples

Blood samples were collected by puncture of the retrobulbar plexus under isoflurane anesthesia in Li-heparin-coated sample tubes from two cohorts of mice: in one cohort, samples from overnight-fasted mice were collected at 12 weeks of age and samples of *ad libitum*−fed mice at the age of 20 weeks. In the second cohort, samples from *ad libitum*−fed animals were collected at 9–11 weeks of age and samples after overnight fasting at 18–19 weeks. Blood samples collected after overnight food withdrawal were cooled in a rack on ice after collection, while samples collected from fed animals were stored at room temperature. Samples were separated within 1 h or after 1–2 h by centrifugation (5000×*g*, 10 min, 8°C) for fasting and fed condition, respectively, and plasma was transferred to 1.5 ml conic sample tubes and immediately analyzed for clinical chemistry. Aliquots for biomarker measurement samples collected from *ad libitum*–fed mice were stored at room temperature until separation within 1–2 h by centrifugation and transfer of plasma to 1.5 ml sample tubes for clinical analysis and were transferred to 96-well micro-well plates for biomarker measurements.

### Plasma clinical chemistry and biomarker analysis

Plasma lipid and glucose levels were determined using an AU480 clinical chemistry analyzer (Beckman–Coulter) and adapted reagents from Beckman–Coulter (glucose, cholesterol, triglycerides and lactate) evtl Wako-Chemicals (NEFA) and Randox (Glycerol) as previously described (82). We use a multiplex assay platform to measure the concentration of leptin, FGF21 and insulin in plasma samples. It is an electroluminescence-linked immunosorbent assay based on the Mesoscale Discovery technology (U-Plex, Mesoscale Diagnostics, Rockville, MD, USA). A 10 spot MSD plate is coated with anti-insulin, anti-FGF21 and anti-leptin antibodies (previously treated with the corresponding spot-linkers). Plasma samples are diluted 1:2 and incubated for 1 h. After that, the samples are incubated for 1 h with Sulfotag conjugated detection antibodies (second antibodies) before they are analyzed in the MSD plate reader. Coated and detection antibodies for leptin, FGF21 and insulin are provided as U-plex antibodies from MSD. MSD discovery workbench is used as analysis software.

### Intraperitoneal glucose tolerance test

Glucose metabolism disturbance was determined using the GTT. Glucose was administered i.p. after a 6–7 h food withdrawal, and glucose levels were measured at specific time points in the subsequent 2 h using blood drops collected from the tail vein. The body weight of mice was determined before and after food withdrawal. The basal fasting blood glucose level was analyzed with the Accu-Chek Aviva Connect glucose analyzer (Roche/Mannheim). Thereafter, glucose was injected i.p. (2 g/kg) and circulating glucose was measured 15, 30, 60 and 120 min later.

### Insulin tolerance test

The insulin tolerance test was performed in mice after a 6–7 h-lasting food withdrawal. At the beginning of the test, the body weight of mice was measured. Body weight was measured and fasting blood glucose levels were assessed from a drop of blood collected from the tail vein using a handheld glucometer (AccuCheck Aviva, Roche, Mannheim, Germany). Insulin (0.75 U/kg body weight Huminsulin® Normal 100, Lilly) was injected i.p. using a 25-gage needle and a 1-ml syringe, and after 15, 30, 60, 75 and 120 min, additional blood samples were collected and used to determine blood glucose levels as described before. Repeated bleeding was induced by removing the clot from the first incision and slightly massaging the mouse tail. Mice were not given any food during the test, but after the experiment was finished, they were placed in a cage with plentiful supply of water and food.

### Pyruvate tolerance test

The pyruvate tolerance test was performed in mice after a 6–7 h-lasting food withdrawal. At the beginning of the test, the body weight of mice was measured. Blood was collected from tail vein without restraining the animal and using a scalpel blade. Fasting blood glucose levels were assessed using the Accu-Chek Aviva meter and test strips (Roche) in 0.6 μl of blood. Thereafter mice were injected i.p. with 2 g of sodium pyruvate (Sigma)/kg body weight) using a 20% sodium pyruvate solution (in 0.9% NaCl), a 25-gage needle and a 1 ml syringe. 15, 30, 45, 60, 90 and 120 min after sodium pyruvate injection, additional blood samples (two drops each to have duplicates) were collected and used to determine blood glucose levels as described before. Repeated bleeding was induced by removing the clot from the first incision and slightly massaging the mouse tail. Mice were not given any food during the test, but after the experiment was finished, they were placed in a cage with plentiful supply of water and food. Eight *Mut*-ki/wt and eight *Mut*-ko/ki females were used initially, but two animals (one per group) were identified as outliers and removed from the dataset.

### Electron microscopy

Mice were anaesthetized with a sedative solution (xylazine 35 mg/kg, ketamine 200 mg/kg, in NaCl 0.9%) administered i.p., prior to *in vivo* intracardiac perfusion using a pump. Following a perfusion with 1% heparin in Hanks’ Balanced Salt solution to wash out the blood, mice were perfused with a Working Solution (2% formaldehyde (powder Sigma #158127), 0.01% glutaraldehyde (ampoules EMS #16220 EM Grade), in 0.1 M caco-sucrose buffer (0.2 M pH 7.4 with cacodylate C_2_H_6_AsNaO_2_^*^3H_2_O, powder Merck #8.20670.0250), in double-distilled water). The Working Solution was filtered with a 0.22 μm filter prior to use. Following harvesting, livers were washed twice in Working Solution and stored in fixative storage solution (0.1 M Cacodylate-sucrose buffer, 2.5% glutaraldehyde, in ddH_2_O) before sectioning with a vibratome (Vibratome Series 1000, Ted Pella Inc., Redding, CA, USA). Vibratome sections or small dissected pieces (ca. 1 mm^3^) were subsequently rinsed with 0.1 M cacodylate buffer (pH 7.4) three times for 5 min, post-fixed with 1% OsO4 for 1 h in 0.1 M cacodylate buffer at 0°C, rinsed with H_2_O three times for 5 min, block-stained with 1% aqueous uranylacetate for 1 h and rinsed with H_2_O twice for 5 min. Samples were then dehydrated in an ethanol series and embedded in Epon/Araldite (Sigma-Aldrich, Buchs, Switzerland). Ultrathin (70 nm) sections were post-stained with Reynolds lead citrate and examined with a CM100 transmission electron microscope (Thermo Fisher Scientific, Eindhoven, The Netherlands) at an acceleration voltage of 80 kV using an Orius 1000 digital camera (Gatan, Munich, Germany), or a Talos 120 transmission electron microscope at an acceleration voltage of 120 kV using a Ceta digital camera and the MAPS software package (Thermo Fisher Scientific, Eindhoven, The Netherlands). Pictures were analyzed using ImageJ 1. 52p.

### Histopathological analysis

We analyzed a total of 40 animals, 20 females (10 *Mmut*-ko/ki and 10 *Mmut*-ki/wt) and 20 males (10 *Mmut*-ko/ki and 10 *Mmut*-ki/wt) in two cohorts at the age of 20 weeks. They were euthanized with CO_2_, and the visceral organs were analyzed macroscopically and weighed. For microscopic analyses, we used 4% formalin-fixed buffered paraffin-embedded (3 μm) sections stained with hematoxylin and eosin (H&E).

In pancreas, liver and fat tissue special stains were performed. For the liver, we used serial sections stained with the PAS reaction. This staining method is used to detect polysaccharides such as glycogen, which normally gives a magenta color (called PAS positive). To confirm that the staining is owing to the presence of glycogen and no other polysaccharides, we compared a section of PAS digested with diastase (which must be PAS negative) with its serial section of PAS (which must be positive).

Using H&E, we examined the two main types of fat, WAT and BAT, collected from the perigonadal and interscapular regions, respectively. In the pancreas, we quantified the area of the islet cells normalized by the total area of the pancreatic section.

Immunohistochemical staining in pancreas and fat sections was carried out on 1–2 μm section cut from paraffin blocks in an automated immunostainer from Leica biosystems (BOND RX, using the ds9800-DAB Polymer Detection System), a kit for the streptavidin-peroxidase method. If not otherwise mentioned, heat-induced antigen retrieval with citrate buffer (pH 6) was performed prior to incubation with the following rabbit mono or poly-clonal antibodies: UCP1 (Abcam ab10983) 1:800, Insulin (cell signaling technology, Catalog Nr. 3014) 1:12.000, and Glucagon (Sigma, Catalog. Nr. K79BB10) 1:2000. For the immunofluorescence (IF), we used the same anti-insulin and anti-glucagon primary antibodies but as secondary antibody, we used Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Alexa Fluor 488 (ThermoFisher scientific, Catalog Nr. A-11008) and Alexa Fluor 647 (ThermoFisher scientific, Catalog Nr. A-21244) both in a concentration of 4 μg/ml. To confirm antibody specificity, positive controls with known protein expression as well as negative controls without primary antibody were used. The slides were analyzed by two pathologists independently.

### Molecular phenotyping

Genome-wide transcriptome analysis was performed on 10 mutant and 9 control male mice. Briefly, total RNA was isolated employing the RNeasy Mini kit (Qiagen) including TRIzol treatment and RNA quality-assessed by an Agilent 2100 Bioanalyzer (Agilent RNA 6000 Pico Kit). RNA was amplified using the WT PLUS Reagent Kit (Thermo Fisher Scientific Inc., Waltham, USA). Amplified cDNA was hybridized on Mouse Clariom S arrays (Thermo Fisher Scientific). Staining and scanning (GeneChip Scanner 3000 7G) were performed according to the manufacturer’s instructions. Transcriptome Analysis Console (TAC; version 4.0.0.25; Thermo Fisher Scientific) was used for quality control and to obtain annotated normalized SST-RMA gene-level data.

Real-time qRT–PCR was performed on cDNA amplified by PrimeScript II 1st Strand cDNA Synthesis Kit (Takara) using GoTaq qPCR (Promega) following the manufacturer’s protocols. The products were analyzed on a LightCycler 480 System (Roche). Mouse *Actb* was used as a housekeeping gene for normalization, and relative target gene expression was quantified by the 2^−ΔΔCt^ method. Primer sequences used are listed in Supplementary Material, Table S1.

### Statistical analysis and data availability

Data analysis was performed using R (version 4.1.0). Tests for genotype effects were made by using *t*-test and Wilcoxon rank sum tests. Certain parameters (see figure legends) have been corrected for body weight effects using linear models. A *P*-value < 0.05 has been used as level of significance. All raw data and R scripts are available through an online repository at https://github.com/pforny/MetabolicSwitchMMA. Array data have been submitted to the GEO database at NCBI (GSE188931).

## Supplementary Material

SI_revised_v3_ddad100

# Supplementary material for: Insights into energy balance dysregulation from a mouse model of methylmalonic aciduria
**Source:** Hum Mol Genet. 2023 Jun 27;32(17):2717–34. doi: 10.1093/hmg/ddad100
**Supplement:** SI_revised_v3_ddad100

**Supplementary Information**

Insights into energy balance dysregulation from a mouse model of methylmalonic aciduria

Marie Lucienne^1,2,3 a^, Raffaele Gerlini^4 a^, Birgit Rathkolb^4,5,6^, Julia Calzada-Wack^4^, Patrick Forny^1^, Stephan Wueest^7^, Andres Kaech^8^, Florian Traversi^1^, Merima Forny^1^, Céline Bürer^1^, Antonio Aguilar-Pimentel^4^, Martin Irmler^4^, Johannes Beckers^4,6^, Sven Sauer^9^, Stefan Kölker^9^, Joseph P. Dewulf^10,11,12^, Guido T. Bommer^10,11^, Daniel Hoces^13^, Valerie Gailus-Durner^4^, Helmut Fuchs^4^, Jan Rozman^4,6^, D Sean Froese^1,2 b^, Matthias R. Baumgartner^1,2,3 b*^, Martin Hrabě de Angelis^4,6,14 b^

8. Center for microscopy and image analysis, University of Zurich, Zurich, Switzerland
11. Walloon Excellence in Life Sciences and Biotechnology (WELBIO), Brussels, Belgium

^a.^ These authors contributed equally

^b.^ These authors contributed equally

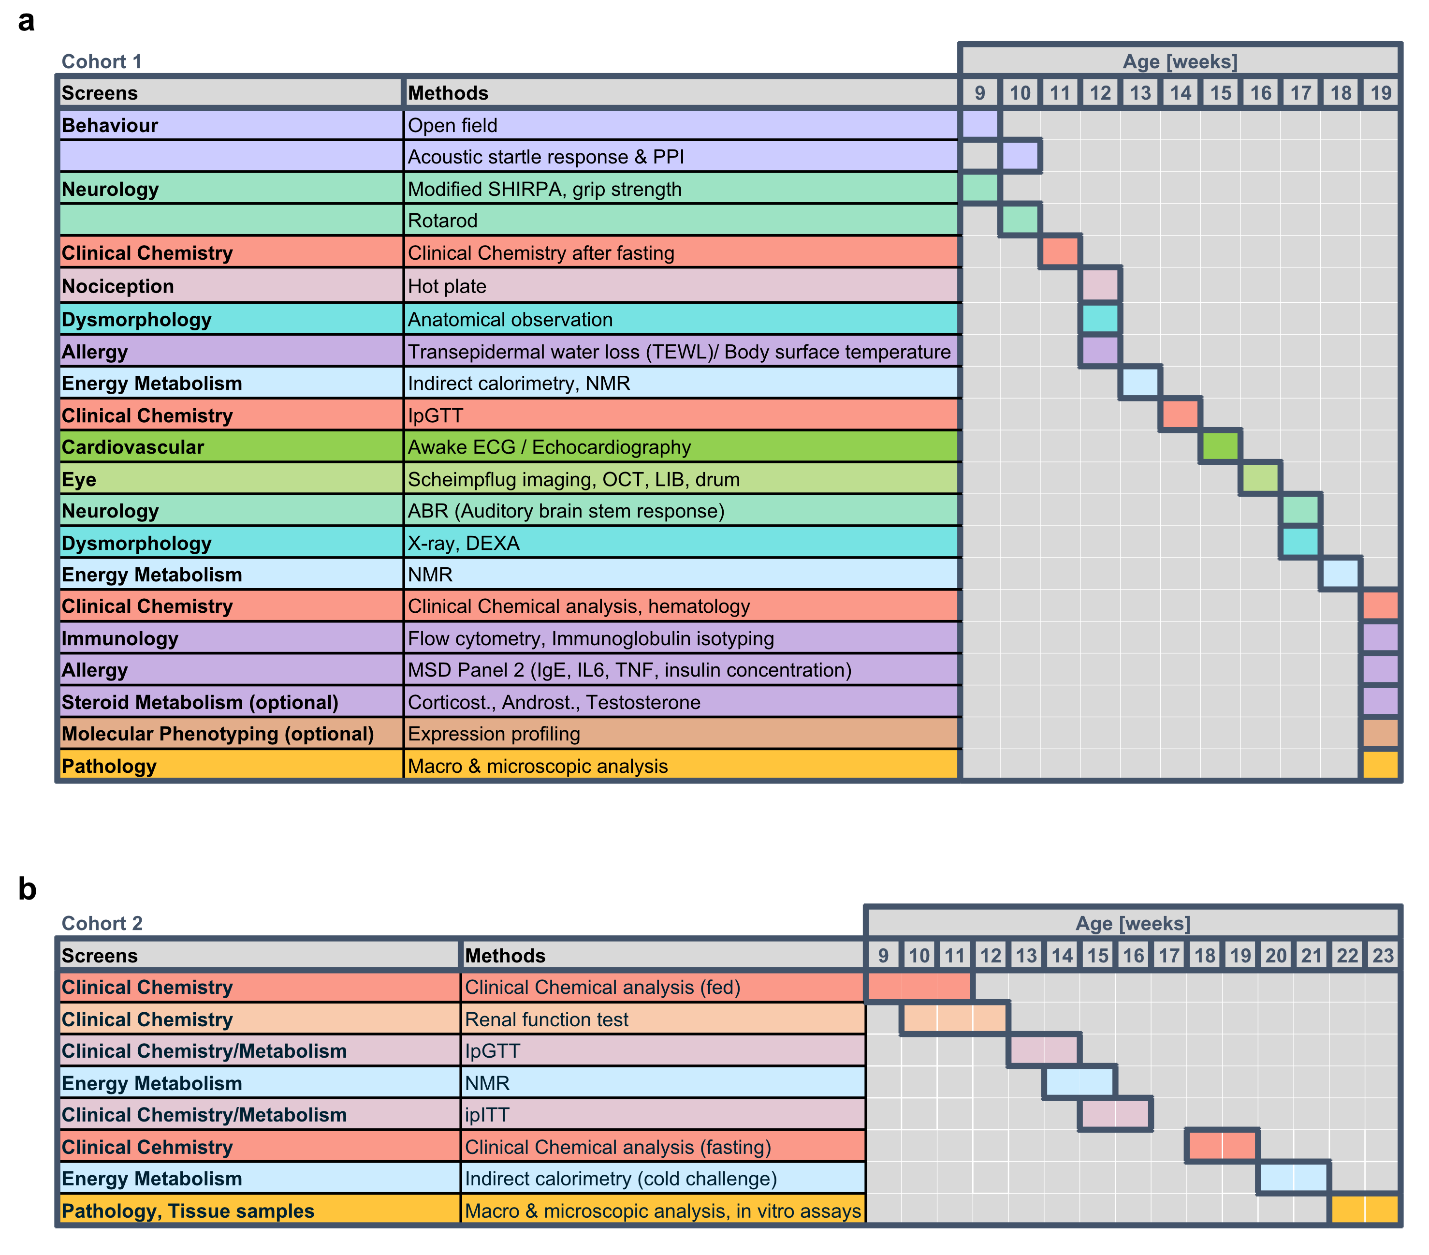

**Supplementary Figure 1. Experimental workflow of the 2 mice cohorts. a** Mice in the first cohort were examined in a an experimental workflow modified after Gailus-Durner 2009, Lucienne 2020). **b** Mice in the second cohort were examined in the depicted bespoke experimental workflow.

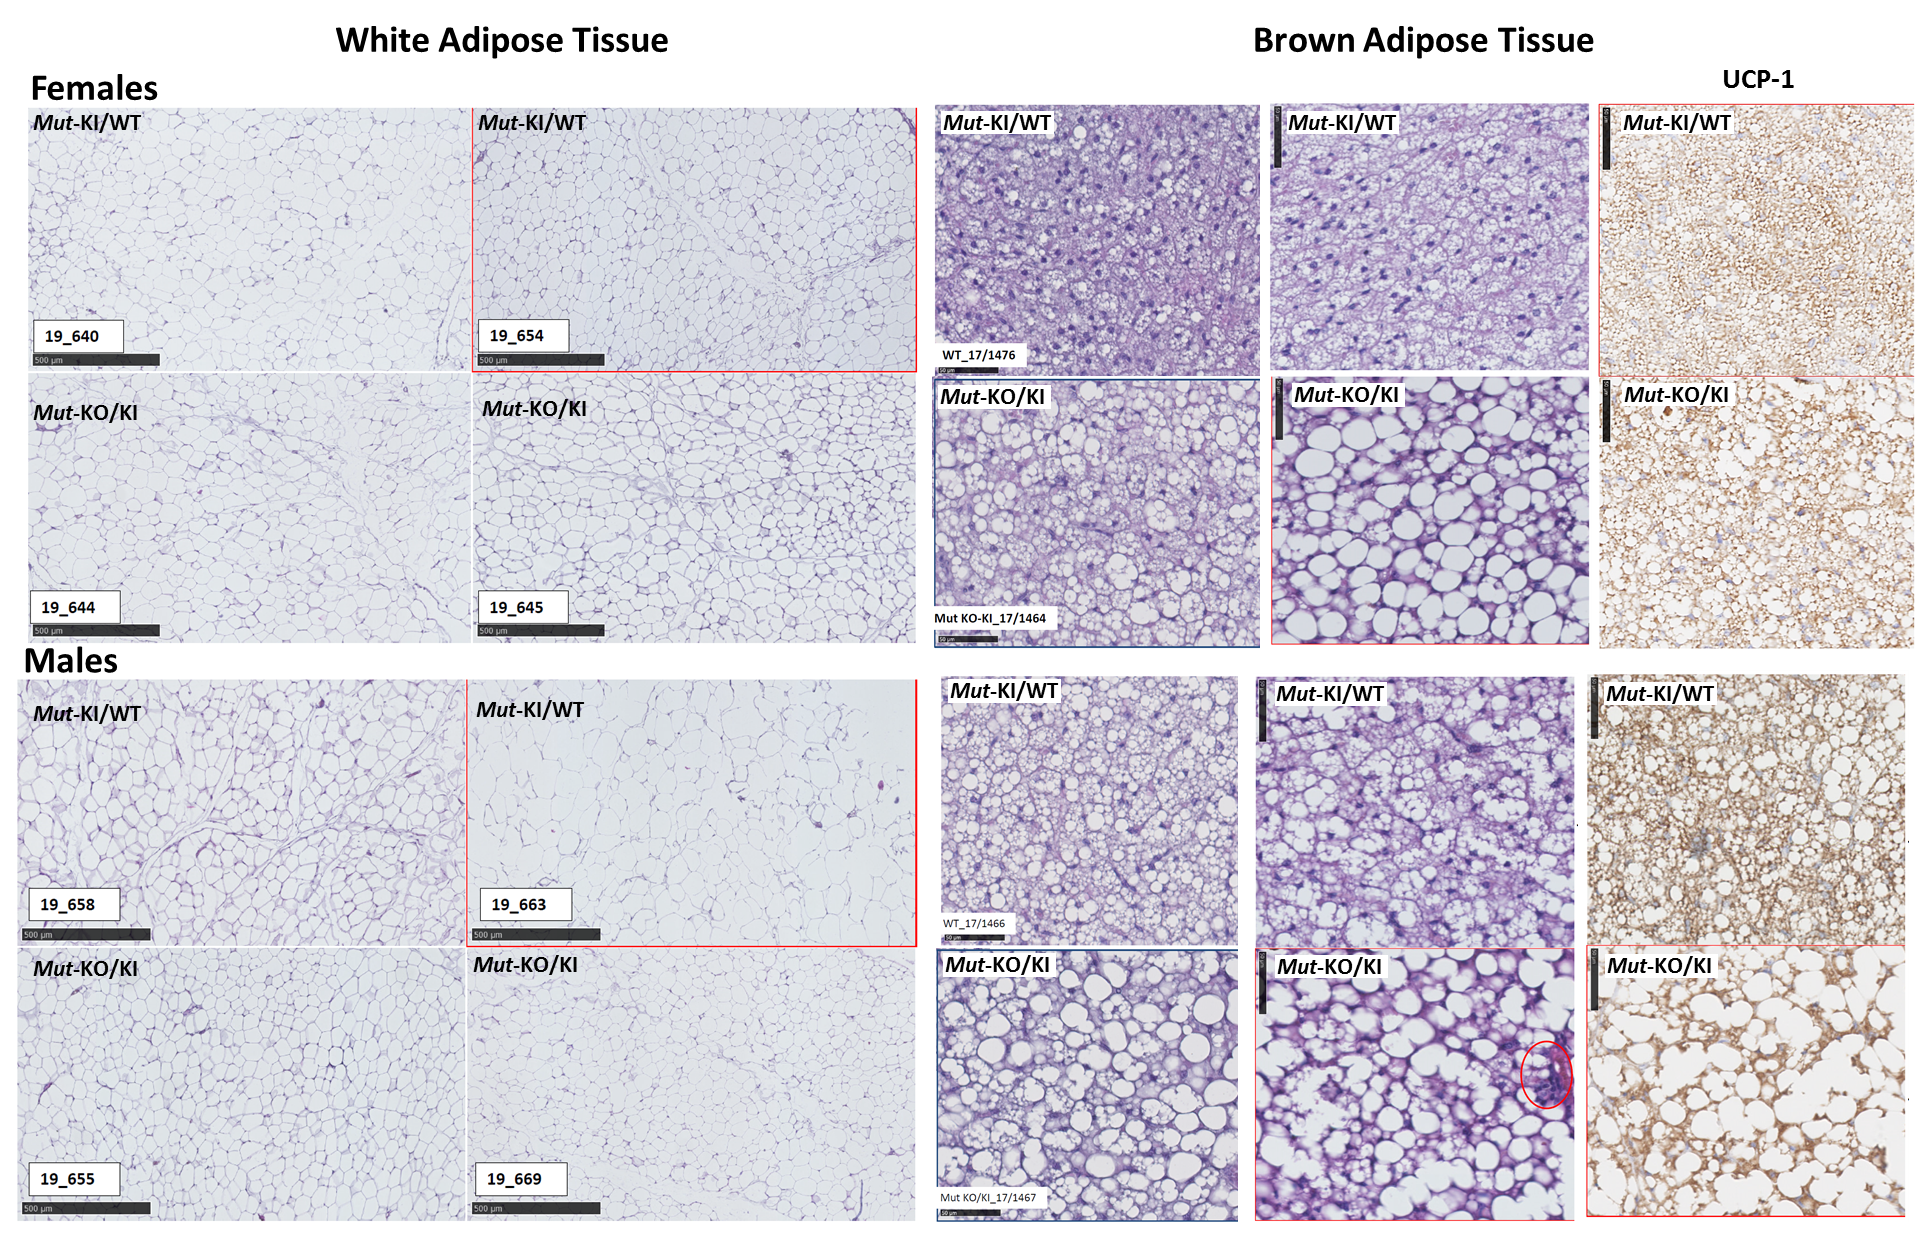

**Supplementary Figure 2. H&E staining and UCP-1 detection of white adipose tissue and brown adipose tissue.** Left side panels for both white adipose tissue and brown adipose tissue are also been displayed in Figure 2a and b.

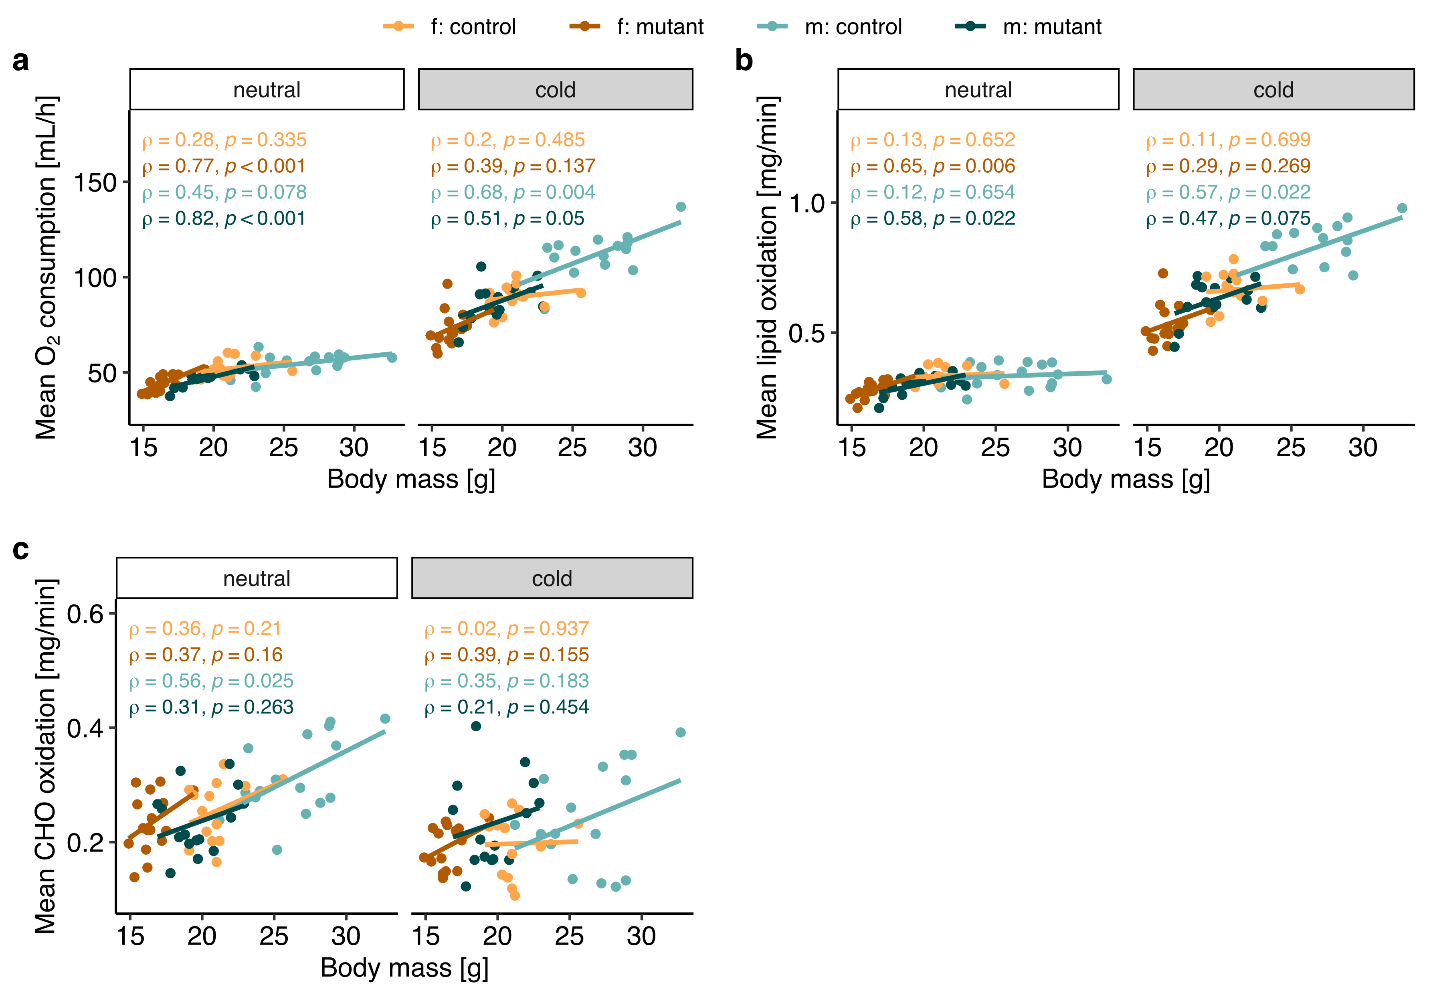

**Supplementary Figure 3. Linear models of indirect calorimetry before and during cold challenge.** **a** Oxygen consumption, **b** lipid oxidation, and **c** carbohydrate (CHO) oxidation of each mouse from Figure 3 separated according to neutral or cold environmental condition.

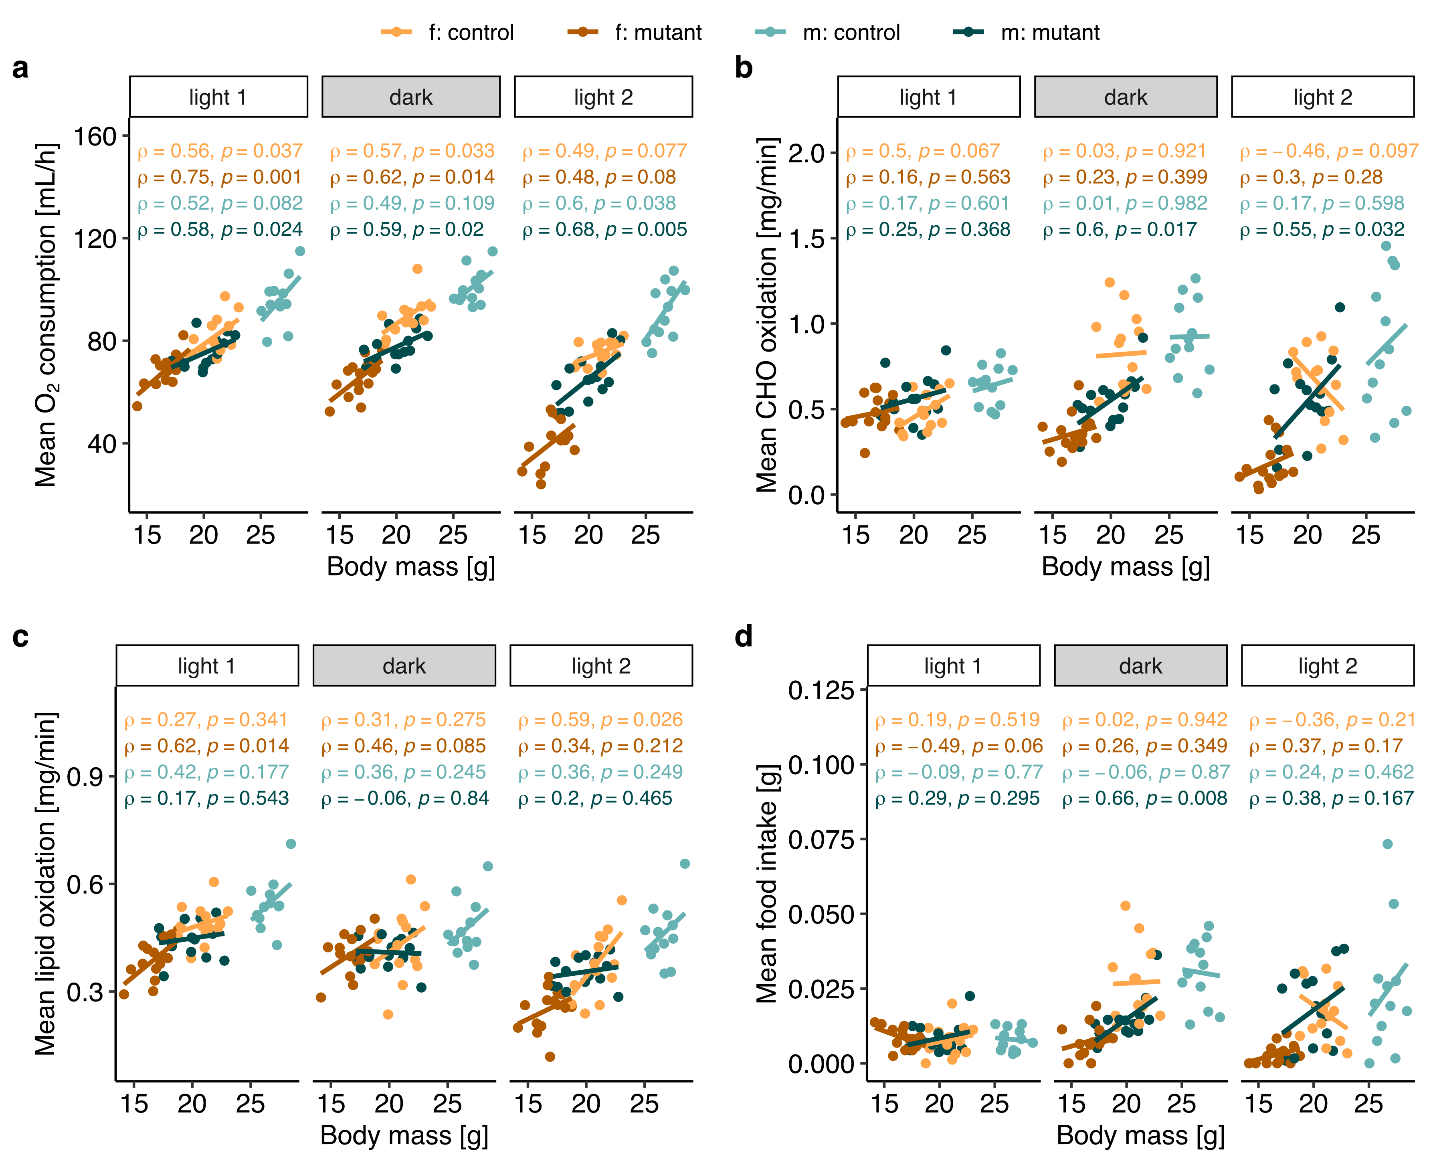

**Supplementary Figure 4. Linear models of indirect calorimetry in standard conditions.** **a** Oxygen consumption, **b** lipid oxidation, **c** carbohydrate (CHO) oxidation. **d** Food intake of each mouse from Figure 4, averaged across all time points according to light and dark phases. Therefore, each point represents average food intake per 20 minutes.

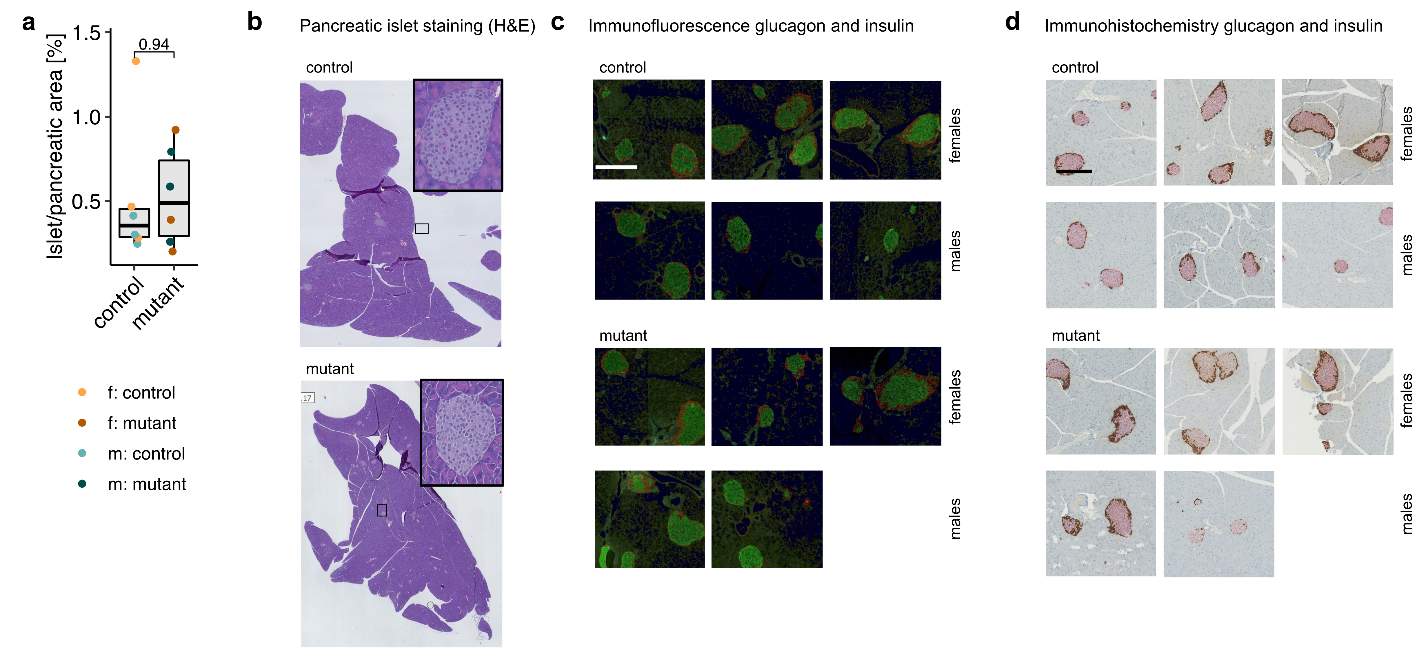

**Supplementary Figure 5. a** Ratio of islet area compared to pancreatic area determined from n=3 *Mmut*-ki/wt females, n=3 *Mmut*-ko/ki females, n=2 *Mmut*-ki/wt males, n=2 *Mmut*-ko/ki males. p-value determined by Wilcoxon rank test. **b** Representative H&E of pancreas including islet (inset) of a control and mutant mouse. **c-d** Representative islet immunohistochemistry of glucagon and insulin detected by **c** immunofluorescence (insulin: green, glucagon: red) and **d** chromogenic labelling (insulin: dark red, glucagon: light red). Each panel represents a different mouse. Scale bar represents 250 µm. (f. females, m. males, mutant: *Mmut-ko/ki*, control: *Mmut*-ki/wt)

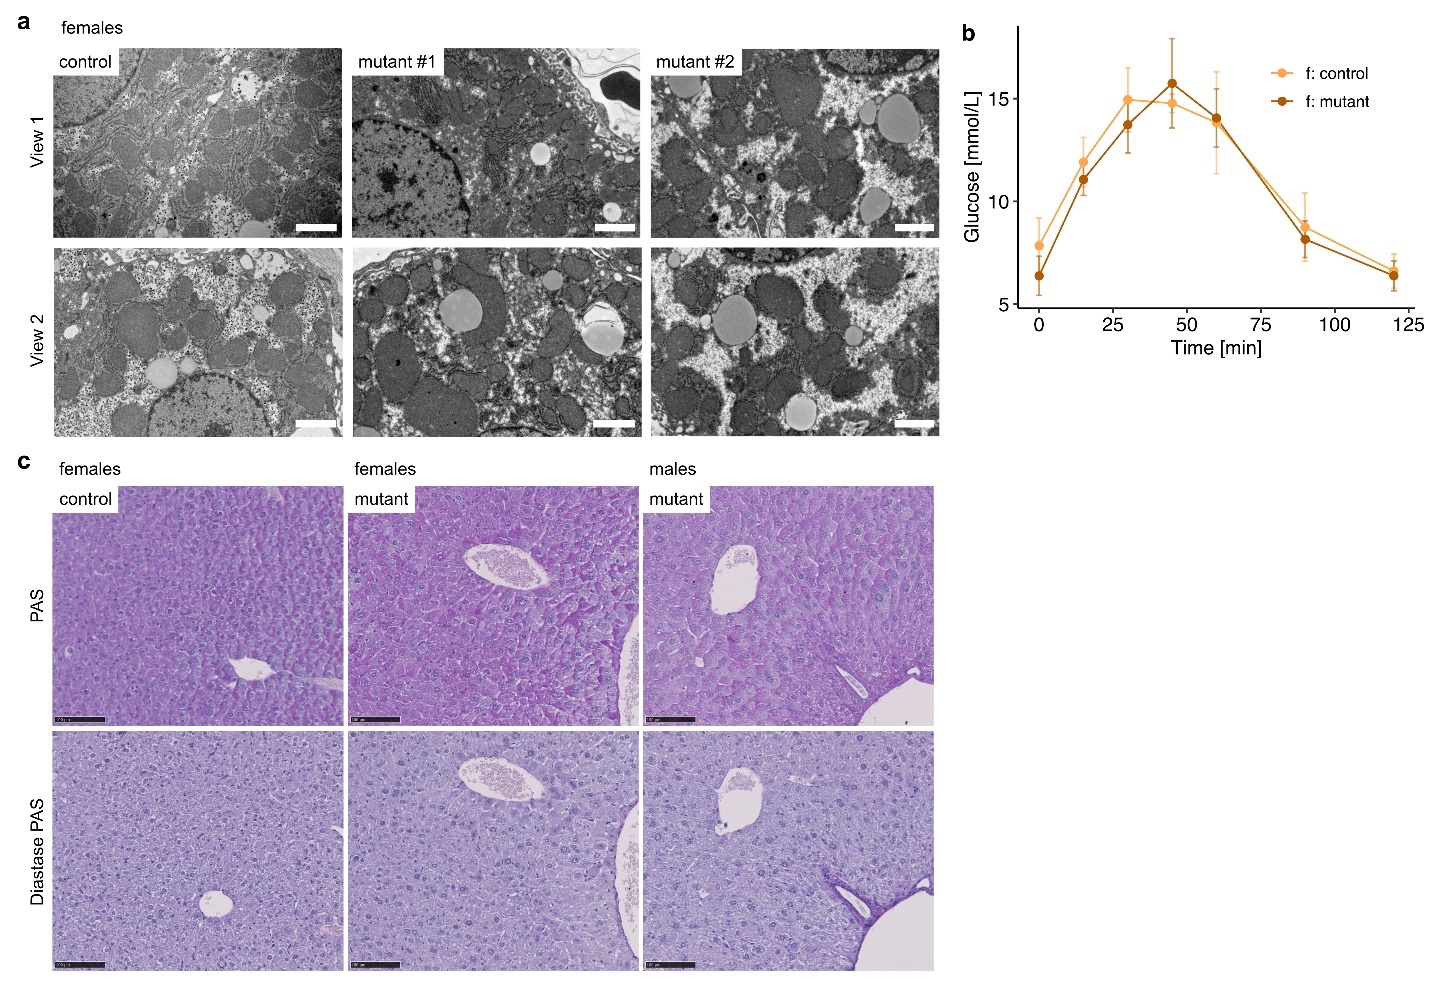

**Supplementary Figure 6. a** Transmission electron microscope images of liver samples from two distinct *Mmut*-ko/ki mice and a *Mmut*-ki/wt mouse, each 7 months of age. Scale bar represents 2 µm. **b** Glucose excursion after intraperitoneal injection of pyruvate. n=7 *Mmut*-ko/ki females and n=7 *Mmut*-ki/wt females mice, 5.5 months of age. Mean +/- SD is shown. **c** Upper panel: serial liver sections stained with PAS (periodic acid-Schiff) to detect polysaccharides such as glycogen. Magenta color represents PAS positive. Lower panel: PAS staining of the same sections following digestion with diastase (which must be PAS negative). Scale bar represents 100 µm.

**
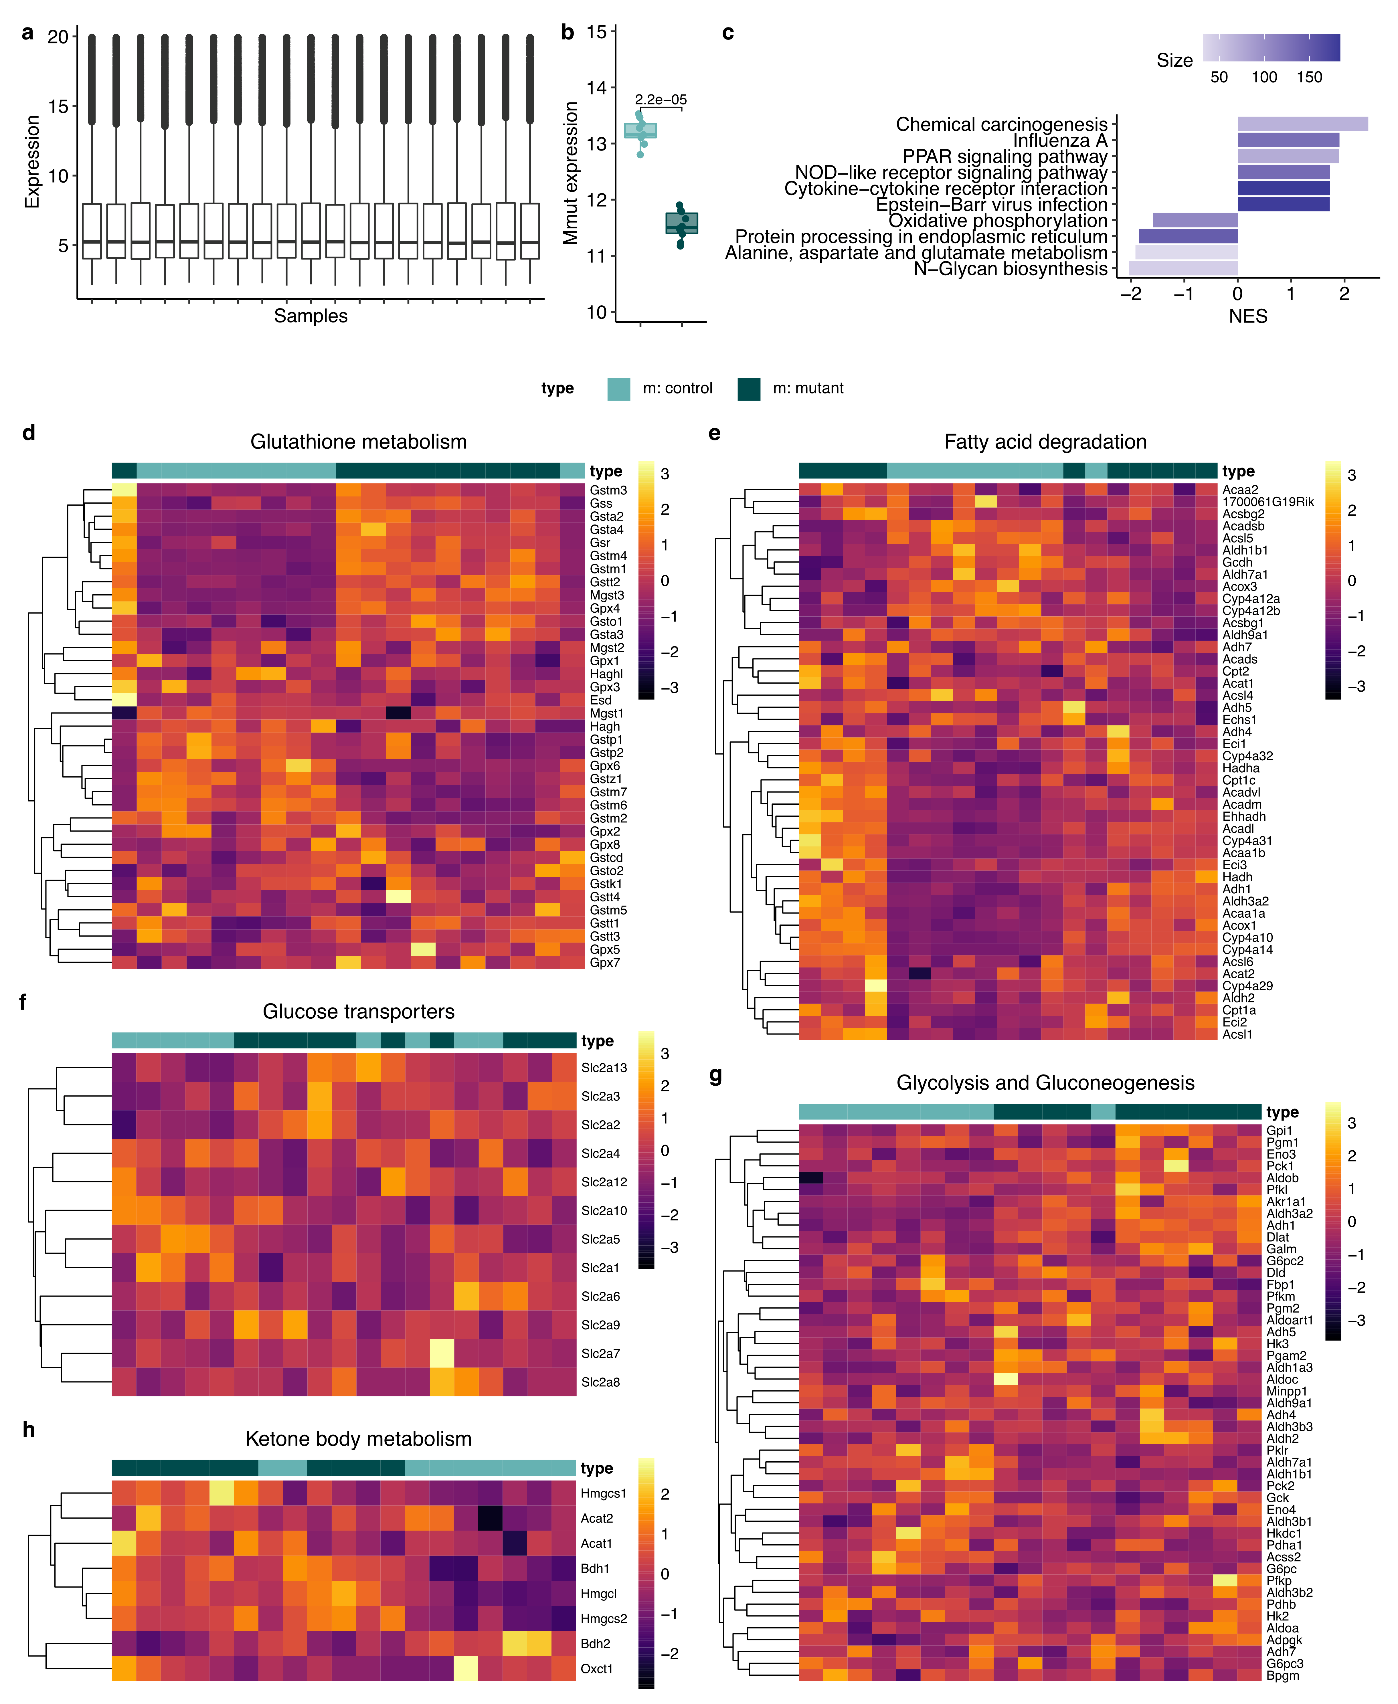
Supplementary Figure 7.** **a** Total microarray signal for each sample. **b** Expression of *Mmut* detected by microarray; p value calculated by Wilcoxon test. **c** KEGG gene-set enrichment analysis. **d-h** Heat maps of all genes according to KEGG belonging to **d** glutathione metabolism, **e** fatty acid degradation, **f** glucose transport, **g** glycolysis and gluconeogenesis, and **h** ketone body metabolism. All samples derived from RNA from liver tissue of 9 *Mmut*-ki/wt and 10 *Mmut*-ko/ki male mice in the *ad libitu*m fed state.

| **Genes** | **Primer sequences** |
| --- | --- |
| *Acaa1b* | F: 5‘-AGA CAT CTC CGT GGG CAA TG-3‘  R: 5‘-CTG CAG TCC CGA TGA ACA CT-3‘ |
| *Acadl* | F: 5‘-GGT GTT CAT CAC TAA TGG CTG G-3‘  R: 5‘-AGT TCT GCT GTG TCC TGA GC-3‘ |
| *Acadm* | F: 5‘-TGA CAA AAG CGG GGA GTA CC-3‘  R: 5‘-TTT CCG GAA TGT GCG CGT TG-3‘ |
| *Cyp4a10* | F: 5‘-GAC CTA CCT CCA GGC CAT TG-3‘  R: 5‘-AGC TTG ATC ACT CCA TCT GTG T-3‘ |
| *Cyp4a31* | F: 5‘-CCG GAA GAT GCT AAC CCC AG-3‘  R: 5‘-GCC GTT CCC ATT TGT CTA GC-3‘ |
| *Ehhadh* | F: 5‘-ACA ACT TCT GTG CAG GTG CT-3‘  R: 5‘-GAA GCC AAC ACG AGC CTT TG-3‘ |
| *Fgf21* | F: 5‘-GCT CTC TAT GGA TCG CCT CAC-3‘  R: 5‘-GAG TCA GGA CGC ATA GCT GG-3‘ |
| *Hmgcl* | F: 5‘-AGG CTT TGA GGA AGC GGT AG-3‘  R: 5‘-CTT TAG CCG GGG AGA CCT TC-3‘ |
| *Hmgcs1* | F: 5‘-TCT ACC GCA AAA AGA TCC GTG-3‘  R: 5‘-TCT AAT TTA ACG TCC CCA AAG GC-3‘ |
| *Hnf4a* | F: 5‘-CTG TCC CAG CAG ATC ACC TC-3‘  R: 5‘-TCA TTG CCT AGG AGC AGC AC-3‘ |
| *Pck1* | F: 5‘-TGC ATG AAA GGC CGC ACC-3‘  R: 5‘-GTT GCA GGC CCA GTT GTT G-3‘ |
| *Pklr* | F: 5‘-GGG TGA CCT TGG CAT TGA GA-3‘  R: 5‘-TGC TCT CCA GCA TCT GTG TG-3‘ |
| *Ppargc1a* | F: 5‘-CCT CAC ACC AAA CCC ACA GA-3‘  R: 5‘-GAG GAG TTA GGC CTG CAG TT-3‘ |

**Supplementary Table 1: List of primer sequences used for qRT-PCR analysis.** F: forward primer. R: reverse primer

How the deposited data were processed for this re-analysis (not part of the article)

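RNA from the liver of 9 control (*Mmut*-ki/wt) and 10 mutant (*Mmut*-ko/ki) male mice fed *ad libitum* was measured on Mouse Clariom S arrays, 1 array per mouse. The labels give an age of 20 weeks for every mouse. The authors extracted RNA with TRIzol and a column kit, amplified it, scanned the arrays and processed the scans with SST-RMA, a form of the robust multiarray average, in the array maker's software. The values the authors deposited are log2 signals, 1 per probe set and array, normalized between the arrays. Beside them the authors deposited a p-value of detection above background for each probe set and array. A second deposited table, with log2 values alone, differed from the first by at most 0.0005.

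The log2 values were used as deposited, with no further normalization. Of 22206 probe sets, 19572 name 1 gene in the annotation used here, 0 name several and 2634 are unnamed in it and were not used. For 55 genes with several probe sets, the one with the highest mean over all arrays stands for the gene, which leaves 19505 genes. No filter on dim probe sets was applied, and 10849 genes were detected on all 19 arrays at a detection p under 0.05 and 1975 on none. Precision is limited by the number of arrays and, for dim genes, by the background. The median percentage of probe sets detected was 69.1% in the controls and 71.1% in the mutants.

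Mutants were compared with controls by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with p adjusted over all genes after Benjamini and Hochberg and a threshold of 0.05. The paper's methods name t-tests and Wilcoxon rank sum tests at p under 0.05 for the whole paper, and its text names no tool for the gene set analysis. Both tests were run as alternatives over all genes. Genes that a claim rests on also have a two-sided exact permutation test of the difference in means over all 92378 splits of the arrays.

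Before the data were examined, 65 gene lists (pathways, complexes, target genes of receptors and markers of cell types) were written from general knowledge and from the paper's topics, and not copied from a pathway database; the paper's figures had been seen. The 62 lists with at least 4 measured genes were tested with fgsea 1.28.0 (fgseaMultilevel on the moderated statistic, seed 1, 4 to 500 genes) and with camera at a preset correlation of 0.01 and at an estimated one, each adjusted over the lists. Of 33 lists called with fgsea (20 up, 13 down), 32 were called by camera with the preset correlation and 9 with an estimated correlation. The median change of a list was set beside those of 10000 random lists of the same size, drawn within 50 bins of signal level. Arrays were clustered on z-scores per gene. Further steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

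The genes named in the text follow a rule set at the same time: every gene the paper names for liver expression that is analysed here, the 10 largest rises and 10 largest falls among changed genes whose groups do not overlap, and up to 4 members of each list with the smallest adjusted p. Genes outside the rule are named as chosen after their values were seen.

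The procedure was tested on simulated data of the same size with no other difference between groups. Of 50 genes for each size of change, 18 were recovered at 0.5 on the log2 scale, 44 at 1, 50 at 2 and 50 at 4, with 10 false calls among 19505 genes. Both lists that were shifted were called, and 0 of 52 lists with no shifted gene. The simulated genes were drawn independently of each other. The simulation therefore cannot show how often correlation among the genes of a list leads to false calls. It also changed fewer genes than the real data, which makes the adjustment stricter.

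As alternatives, the variance model of limma, the tests that the methods name, the second deposited table, median centring, quantile normalization, a filter that keeps the 9983 genes above the median signal, array weights, a block on the replicate number, the mean over probe sets, a minimum change of 1.5-fold, other rankings and distances and leaving out each array were run. Others were added after the data were seen: leaving out control replicate 1 and mutant replicate 6 together, and each array in turn for the named genes and list counts. The image files of the arrays, the qRT-PCR data, the plasma data and the authors' scripts were not used here.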

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

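The tests of Y-linked genes, of members shared between lists, of the number of mutants above every control and of the size of the rise against that of Kupffer cell markers were chosen only after the result was seen; the tests of a correlation among the mutants were not.

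Genes known for their sex bias in mouse liver, which the paper does not discuss, moved away from the male pattern in these male mutants: of 29 measured male-biased genes 22 fell and 0 rose (25 and 0 when adjusted over the list alone), and of 37 female-biased genes 20 rose and 3 fell (23 and 3 when adjusted over the list alone), with normalized enrichment scores of -2.85 (adjusted p = 5.4e-17; adjusted p = 0.0409 with an estimated correlation) and 2.59 (adjusted p = 1.1e-09; adjusted p = 0.0102 with an estimated correlation). The data argue against female liver among the mutants, since the mean of 3 Y-linked genes on the lowest mutant array was -0.44 on the log2 scale from the mean of the controls, and against members shared with the PPARα, xenobiotic and fasting lists as the whole cause, since the scores without them were -2.78 (21 of 27 fell, adjusted p = 3.8e-16) and 1.94 (8 of 23 rose and 3 fell, adjusted p = 0.00348). A candidate explanation is lower growth hormone signaling, which sets the male pattern: among the 10 mutants *Igf1*, a growth hormone target, correlated with the mean of the male-biased genes (Pearson's r = 0.68, permutation p = 0.0356, adjusted p = 0.0534 over 3 relations; Spearman's rho = 0.79, permutation p = 0.00931, adjusted p = 0.0140; r = 0.55 without the 2 mutants farthest from the median). *Igf1* fell by 0.66 (standard error 0.11, adjusted p = 1.4e-04) and *Ghr*, the growth hormone receptor, by 0.57 (standard error 0.12, adjusted p = 0.00137), but the list of the growth hormone axis did not pass as a group (3 of 15 fell and 1 rose, 3 and 2 when adjusted over the list alone, and 2 rose without control replicate 1, 4 or 6 or mutant replicate 5 or 10; normalized enrichment score -1.17, adjusted p = 0.355). It stays open as a hypothesis, as do body size and food intake, which were not tested.

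Genes induced by type I interferon, which the paper does not discuss, were higher in mutant liver: 25 of 26 measured genes rose and 0 fell (25 and 0 when adjusted over the list alone), with a normalized enrichment score of 2.96 (adjusted p = 5.6e-24; adjusted p = 0.00133 with an estimated correlation), *Irf7* with a log2 change of 3.47 (standard error 0.21, adjusted p = 2.5e-11), *Ifit3* with one of 3.20 (standard error 0.26, adjusted p = 3.9e-09) and *Xaf1* with one of 2.38 (standard error 0.15, adjusted p = 3.0e-11). An infection of some of the mutants is argued against, since the mean of the list was above every control in 10 of 10 mutants (7.82 to 8.69, against 6.32 to 6.99 in the controls). A larger share of Kupffer cells and macrophages is argued against as the whole cause, since it would raise these genes no more than its markers, and their median log2 change of 1.55 exceeds that of the marker that rose most, *Vsig4* (0.87, standard error 0.20), by 0.68. As part of the cause it cannot be told apart from a change within the cells: among the 10 mutants the means of both lists gave Pearson's r = 0.17 (permutation p = 0.657, adjusted p = 0.657 over 3 relations; Spearman's rho = -0.13, permutation p = 0.733, adjusted p = 0.733; r = 0.04 without the 2 mutants farthest from the median), and 10 mice are too few to exclude a relation. Housing and a stimulus common to all mutants were not tested, and no table separates them from the genotype.

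Target genes of NRF2, the regulator of the antioxidant response, and of the constitutive androstane and pregnane X receptors, which control xenobiotic metabolism, were higher in mutant liver, and the paper does not discuss these lists. For NRF2, 18 of 32 measured targets rose and 0 fell (25 rose and 2 fell when adjusted over the list alone), with a normalized enrichment score of 2.75 (adjusted p = 4.7e-13; adjusted p = 0.0257 with an estimated correlation). *Cbr1*, a carbonyl reductase, had a log2 change of 2.67 (standard error 0.25, adjusted p = 4.9e-08) and *Abcc3*, an exporter of conjugates, one of 1.93 (standard error 0.16, adjusted p = 5.5e-09). The NRF2 list shares members with that of glutathione metabolism, a topic that the paper reports, though not these 2 genes. It was not tested without the shared members, so the rise of the NRF2 list is not a result separate from that of the glutathione genes. For the xenobiotic receptors, 23 of 42 rose and 2 fell (29 and 2 when adjusted over the list alone; 1 fell without control replicate 3, 8 or 9 or mutant replicate 2, 4 or 10), with a normalized enrichment score of 2.74 (adjusted p = 7.0e-13; adjusted p = 5.4e-04 with an estimated correlation). *Cyp3a11* had a log2 change of 2.90 (standard error 0.18, adjusted p = 3.0e-11). It belongs to a family of close paralogs, as do *Cyp3a44* (2.14) and *Cyp3a41b* (2.81). The xenobiotic list shares members with the female-biased list and was not tested without them. Its rise is therefore not a result separate from the sex-biased pattern above.

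An array that stood far from the others of its group, by Dixon's critical value of 0.493 for 9 arrays or 0.466 for 10, was found in 21 of 382 groups of values tested, where chance gives about 1 in 20. Control replicate 1 had a mean correlation of 0.985 with its group (the other controls 0.987 to 0.988) and lay at 42.3 on principal component 2 (the others -16.0 to 7.29). The highest log2 value of mutant replicate 1 was 19.93, where the other mutants had 19.91 to 19.92. Mutant replicate 6 was highest of the mutants in *Irgm2* (14.02, the others 11.11 to 12.54), in *Gbp3* (11.50, the others 8.33 to 9.72) and in the mean log2 value of type II interferon genes (10.61, the others 8.47 to 9.16), of acute phase genes (13.83, the others 12.74 to 13.22) and of T cell and NK cell markers (5.40, the others 4.498 to 4.901). Mutant replicate 7 was lowest of the mutants in *G6pc* (15.98, the others 16.90 to 17.88) and in the mean of glucocorticoid-induced genes (9.69, the others 10.51 to 11.34). Mutant replicate 3 was highest of the mutants in the means of cytosolic ribosome genes (12.99, the others 12.64 to 12.80) and of proliferation genes (6.41, the others 5.12 to 5.79). Mutant replicate 5 was lowest in the mean of feeding-induced genes (10.17, the others 10.64 to 11.16), mutant replicate 8 highest in *G0s2* (9.81, the others 7.32 to 8.62) and mutant replicate 9 lowest in *Car5a* (11.08, the others 11.58 to 12.12). Among the controls, replicate 8 was highest in *Usp18* (8.86, the others 7.17 to 7.81), replicate 2 highest in *Gsr* (12.40, the others 11.73 to 12.05), and replicate 7 highest in *Cbs* (15.91, the others 15.51 to 15.71) and lowest in *Insig2* (11.96, the others 12.43 to 12.87). Control replicate 5 was lowest in *Ebp* (13.91, the others 14.40 to 14.77), and control replicate 3 lowest in the mean of genes of lipid transport and lipoproteins (13.34, the others 13.53 to 13.73).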

How the results depend on the processing

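Leaving out control replicate 1 and mutant replicate 6 together, and leaving out each array for the named genes and list counts, were chosen after seeing the data. The count of 1962 changed genes ran from 1755 to 2200 over limma's trend and robust settings (2114), the methods' tests adjusted over all genes (1755 and 1765), the second deposited table (1962), median centring (2024), quantile normalization (1921), leaving out dim probe sets (2200), array weights (2072) and the mean over probe sets (1959), and no call kept under them turned direction. It was 2047 without control replicate 1 and mutant replicate 6, which kept 1732 of the calls, and 1674 (without control replicate 8) to 2220 (without control replicate 1) when 1 array was left out. With unadjusted p under 0.05 the counts were 4247 (2013 up, 2234 down) by the methods' test of means and 4038 (1877 up, 2161 down) by the Wilcoxon test, which follows from leaving out the adjustment, and a minimum change of 1.5-fold left 1028 (539 up, 489 down), which follows from its construction. A block on the replicate number gave 1488 (717 up, 771 down); the numbers do not pair the arrays (correlations of the 9 pairs from -0.0925 to 0.0581), and this block uses 1 mutant fewer. *Mmut* fell under every alternative run, by 1.62 to 1.71 when 1 array was left out.

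With an estimated correlation among genes, adjusted p = 0.128 for complexes I, III and V and the electron transport chain, adjusted p = 0.207 for complex IV, adjusted p = 0.108 for fatty acid degradation and adjusted p = 0.0601 for glutathione metabolism, so that these calls ended, while PPAR signaling kept its call. Ranked by fold change, complex IV had a normalized enrichment score of -1.59 (adjusted p = 0.0677), and the cause was not tested. Clustering placed 3 arrays on the other genotype's branch for PPAR signaling with 1 minus Pearson's correlation, and 3 for the 20 changed genes of the electron transport chain (1 for all 80), and the cause was not tested. Without 1 array the score of PPAR signaling ran from 2.29 to 2.44 and that of the electron transport chain from -2.70 to -2.47. Over all list tests and alternatives, 547 stayed on their side of the threshold, 40 no longer passed and 3 newly passed; for the genes named by the rule the numbers were 6728, 249 and 62. Some results that passed neither way turned direction, but none that passed in either fit did. Median centring moved the median of all genes from 0.003 to -0.032, and with it the share of rises from 47.0% to 38.9% of the changed genes; it was 44.0% with dim probe sets left out and 48.4% after quantile normalization. Signal over background limits 20 changed genes that no control array detected, 13 that no mutant array detected and 12 that neither did, and the upper end of the scale limits the genes within 1 of its highest value, of which 4 changed.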

Differences from the paper's values

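The normalized enrichment scores were larger here than in the paper's figures. For PPAR signaling the score was 2.39, where the paper's is about 1.8 in Fig. 8A and about 1.9 in Supplementary Fig. 7c, read by eye. For the electron transport chain it was -2.58, where the paper's is about -1.9 in Fig. 8A, read by eye, and the paper's score for oxidative phosphorylation is about -1.6 in Supplementary Fig. 7c, read by eye. The alternatives set before the data were examined gave 2.22 to 2.49 for PPAR signaling and -2.70 to -2.29 for the electron transport chain, and under none of them do the values meet. The gene lists used here were written without the databases that the paper names, so the sets differ in their members.

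The paper proposes that the fall concerns all complexes of the respiratory chain. It draws this from changed single genes (Fig. 8B), a measure unlike the group tests below. By single genes, 6 fell in complex I, 1 in complex II, 3 in complex III, 4 in complex IV and 6 in complex V, and 0 rose. On that measure every complex holds a fall, though in complex II it is 1 gene of 4. Here complexes I, III, IV and V passed as groups, but none of them with an estimated correlation among genes (adjusted p = 0.128 for I, III and V, 0.207 for IV), and complex IV not with genes ranked by fold change either (adjusted p = 0.0677; 0.00202 to 0.207 over its alternatives). Complex II did not pass (adjusted p = 0.138; 0.0843 to 0.595 over its alternatives), although *Sdhb* fell. The paper names *Scd1* among genes that were higher in the mutants. Here its log2 change was -0.17 (adjusted p = 0.255), and under the settings that called it, limma's trend and robust settings (adjusted p = 0.0479) and the methods' tests of means (adjusted p = 0.0180) and of ranks (adjusted p = 0.00146), it was lower; over its alternatives the adjusted p ran from 0.00146 to 0.451. Its mean log2 value in the controls, 19.83, lies close to the highest of a named gene, 19.9, so that a rise had hardly any room on these arrays and differences there are compressed. Of the paper's other genes in the same statement, *Pltp*, *Cd36*, *Acaa1a*, *Acaa1b*, *Acadl* and *Acadm* rose here. So did *Ehhadh*, taken here for the entry *Bien*, and *Cyp4a10*, *Cyp4a14* and *Cyp4a31*, of the family of the entry *Cyp4a1*.

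The paper reports from qRT-PCR that *Pklr* and *Pck1* did not change. On the arrays *Pklr* fell, with a log2 change of -0.79 and an adjusted p of 0.00282 (8.3e-04 to 0.0129 over its alternatives), while *Pck1* did not pass (adjusted p = 0.112), except without mutant replicate 7 (adjusted p = 0.0269; 0.0269 to 0.205 over its alternatives) and without control replicate 1 and mutant replicate 6 together (adjusted p = 0.0484), chosen after seeing the values. The paper proposes from the arrays a rise of genes for ketone body production. Here the list did not pass as a group (normalized enrichment score 1.03, adjusted p = 0.512; 0.488 to 0.816 over its alternatives), and of 9 measured genes 2 rose, *Hmgcs1* among them as in the paper's qRT-PCR, and 1 fell. For *Mmut*, the p of the Wilcoxon test, 2.17e-05, matches the one that Supplementary Fig. 7b prints.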

Other observations

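The tests of the genes beside *Mmut* and the correlation among the mutants were chosen only after the result was seen; the splits of the arrays were not.

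Genes of protein folding in the endoplasmic reticulum were lower in mutant liver: of 54 measured genes 28 fell and 0 rose (40 and 0 when adjusted over the list alone), with a normalized enrichment score of -2.86 (adjusted p = 5.4e-17; adjusted p = 0.128 with an estimated correlation). The mean log2 value of this list lay below every control in 2 of 10 mutants (11.17 to 11.67, against 11.38 to 12.65 in the controls), and control replicate 1 was the lowest control. *Calr*, a calcium-binding chaperone, fell by 0.82 (standard error 0.13, adjusted p = 7.2e-05), with all 10 mutants below every control, *Ppib*, a proline isomerase, by 0.89 (standard error 0.14, adjusted p = 9.9e-05) and *Ddost*, a subunit of the glycosylation complex, by 0.87 (standard error 0.14, adjusted p = 1.4e-04). Of 73 genes of the mitochondrial ribosome, 17 fell and 2 rose (25 and 2 when adjusted over the list alone, and 1 rose without control replicate 1, 5, 8 or 9 or mutant replicate 2, 3, 7 or 10; normalized enrichment score -2.39, adjusted p = 1.7e-08, and adjusted p = 0.103 with an estimated correlation), *Mrpl27* by 0.71 (standard error 0.11, adjusted p = 8.3e-05); without control replicate 6, 11 fell. Amino acid catabolism was lower as well, with 20 of 43 genes down and 1 up (22 and 3 when adjusted over the list alone, and 2 up without mutant replicate 8; normalized enrichment score -2.24, adjusted p = 4.0e-06, and adjusted p = 0.128 with an estimated correlation): *Bhmt*, which remethylates homocysteine, fell by 1.95 (standard error 0.30, adjusted p = 6.7e-05) and *Dmgdh*, dimethylglycine dehydrogenase, by 1.00 (standard error 0.14, adjusted p = 1.3e-05). Of 9 urea cycle genes, 4 fell and 0 rose (4 and 0 when adjusted over the list alone; normalized enrichment score -1.69, adjusted p = 0.0177), but the list did not pass with genes ranked by fold change (adjusted p = 0.139), after quantile normalization (adjusted p = 0.0889), with a block on the replicate number (adjusted p = 0.0548) or with an estimated correlation (adjusted p = 0.215; 0.00237 to 0.215 over its alternatives), and its median lay at percentile 11.8 of matched random lists. Among the falls were those of *Nags*, which makes the activator of the cycle, by 0.57 (standard error 0.12, adjusted p = 0.00260), and *Car5a*, a mitochondrial carbonic anhydrase, by 0.67 (standard error 0.13, adjusted p = 0.00114).

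Genes that fasting induces in liver were higher in these fed mutants, with 12 of 34 up and 1 down (15 and 2 when adjusted over the list alone, and 2 down without control replicate 2 or 5 or mutant replicate 3 or 4, normalized enrichment score 2.29, adjusted p = 3.7e-06, and adjusted p = 0.0985 with an estimated correlation), such as the thioesterases *Acot1*, with a log2 change of 2.37 (standard error 0.33, adjusted p = 1.5e-05), and *Acot2*, with 2.15 (standard error 0.27, adjusted p = 3.4e-06). These thioesterases are also on the list of PPARα targets, which was written to include genes that fasting induces. The fasting list was not tested without shared members, so it is not a result separate from that of the PPARα targets. Genes that feeding induces went down in 6 of 23 and up in 2 (7 and 2 when adjusted over the list alone, normalized enrichment score -1.71, adjusted p = 0.0124, but 0.0950 with dim probe sets left out, 0.119 without control replicate 1 and mutant replicate 6, chosen after seeing the data, and adjusted p = 0.433 with an estimated correlation, with 0.00493 to 0.433 over its alternatives). The list as written here counts *Insig2*, a brake on sterol synthesis, which fell by 0.93 (standard error 0.14, adjusted p = 7.4e-05). The response of *Insig2* to feeding was not checked, so its fall is not read as part of a fasting pattern. Of 22 glucocorticoid-induced genes 4 rose and 0 fell (7 and 2 when adjusted over the list alone, and 1 fell without control replicate 1 or mutant replicate 3 or 9; normalized enrichment score 1.803, adjusted p = 0.0150, and adjusted p = 0.410 with an estimated correlation), *Fkbp5*, a cochaperone of the receptor, by 1.88 (standard error 0.15, adjusted p = 2.1e-09). Genes induced by type II interferon were higher, with 14 of 29 up and 0 down (16 and 0 when adjusted over the list alone; normalized enrichment score 2.49, adjusted p = 4.5e-08, and adjusted p = 0.130 with an estimated correlation), *Irgm2* by 2.41 (standard error 0.26, adjusted p = 3.4e-07) and *Gbp3* by 2.18 (standard error 0.26, adjusted p = 1.4e-06). *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis, had a log2 change of 2.77 (standard error 0.48, adjusted p = 3.0e-04), while the bile acid list went both ways (9 of 34 up, 7 down, 12 and 9 when adjusted over the list alone; normalized enrichment score 1.35, adjusted p = 0.172). *Npas2*, a gene of the circadian clock, fell by 1.91 (standard error 0.20, adjusted p = 3.2e-07), and *Sirt1* had a log2 change of 0.09 (standard error 0.18, adjusted p = 0.846). Markers of sinusoidal endothelial cells were higher as a group, with 1 of 14 up (1 when adjusted over the list alone; normalized enrichment score 1.85, adjusted p = 0.0101), though not with genes ranked by fold change (adjusted p = 0.0638), without control replicate 1 and mutant replicate 6 (adjusted p = 0.0694, chosen after seeing the data) or with an estimated correlation (adjusted p = 0.253; 0.00468 to 0.253 over its alternatives), and so were proliferation genes, with 4 of 22 up (5 when adjusted over the list alone; normalized enrichment score 2.10, adjusted p = 5.2e-04, and adjusted p = 0.303 with an estimated correlation), or 2 without control replicate 7 or mutant replicate 6.

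Some genes near *Mmut* on its chromosome, named here after their values were seen, changed strongly. Of 40 measured protein-coding neighbours, 20 on each side in the order of the mouse assembly GRCm38, 7 changed, as many as in 14.3% of 18273 such windows of the genome, a share that decides nothing. In 4 of them the groups do not overlap, as many as in 1.50% of windows: *Adgrf1* (-1.99), *Pla2g7* (1.85), *Rcan2* (2.26) and *Enpp5* (-0.89), all on 1 side of *Mmut*. A candidate explanation is DNA that flanks the knockout allele, since mutants and controls both carry the knock-in allele. The share of windows for the 4 genes is small with 20, 30 (3.83%) or 50 (4.40%) neighbours on each side, but not with 10 (23.7%). The paper states that the breeders were made on a C57BL/6 N background and names no other strain. The strain origin of such DNA therefore stays open. Variants under the probes were not analysed here, and no biological explanation was tested.

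Among 100 splits of the 19 arrays into groups of the same sizes, the real one included, 1, the real split, gave as many changed genes as 1962, and the highest other count was 1 gene. The other splits mix the genotypes within their groups, which widens the spread there and lowers the count. They show that such a count is rare among splits, but 100 splits do not exclude chance. Among the 10 mutants the mean of the male-biased genes was lower where that of the female-biased genes was higher (Pearson's r = -0.93, permutation p = 3.3e-04, adjusted p = 9.9e-04 over 3 relations; Spearman's rho = -0.93, permutation p = 3.8e-04, adjusted p = 0.00114; r = -0.91 without the 2 mutants farthest from the median). The first principal component, which holds 25.1% of the variance, separated all mutants (8.81 to 35.6) from all controls (-38.5 to -8.97).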
